# An in vivo brain–bacteria interface: the developing brain as a key regulator of innate immunity

**DOI:** 10.1038/s41536-020-0087-2

**Published:** 2020-02-04

**Authors:** Celia Herrera-Rincon, Jean-Francois Paré, Christopher J. Martyniuk, Sophia K. Jannetty, Christina Harrison, Alina Fischer, Alexandre Dinis, Vishal Keshari, Richard Novak, Michael Levin

**Keywords:** Neuroscience, Immunology

## Abstract

Infections have numerous effects on the brain. However, possible roles of the brain in protecting against infection, and the developmental origin and role of brain signaling in immune response, are largely unknown. We exploited a unique *Xenopus* embryonic model to reveal control of innate immune response to pathogenic *E. coli* by the developing brain. Using survival assays, morphological analysis of innate immune cells and apoptosis, and RNA-seq, we analyzed combinations of infection, brain removal, and tail-regenerative response. Without a brain, survival of embryos injected with bacteria decreased significantly. The protective effect of the developing brain was mediated by decrease of the infection-induced damage and of apoptosis, and increase of macrophage migration, as well as suppression of the transcriptional consequences of the infection, all of which decrease susceptibility to pathogen. Functional and pharmacological assays implicated dopamine signaling in the bacteria–brain–immune crosstalk. Our data establish a model that reveals the very early brain to be a central player in innate immunity, identify the developmental origins of brain–immune interactions, and suggest several targets for immune therapies.

## Introduction

Innate immunity provides a first line of defense against pathogens^1^ and plays a crucial role in initiating adaptive immune responses.^2^ Most of the cell types of hematopoietic origin and genes known to be involved in mammalian innate and adaptive immunity have been identified in *X. laevis*,^3,4^ making the frog model an important emerging tool for understanding the cell and molecular biology of immunity.^1,5,6^ The immune response in the *Xenopus* embryo is provided uniquely by innate immunity during the first 12 days (d) post-fertilization,^7^ allowing studies of response to infection by wide range of pathogens without the confounding influences of adaptive immune component.^5,8–11^

An important emerging field concerns bidirectional intercommunication between two ‘super-systems’, the immune response and the brain, with implications for both basic evolutionary/cell biology and for biomedicine.^12–14^ Cytokines and other inflammation-related molecules affect vagal afferents or directly on brain, controlling aspects of behavior.^15^ Exciting recent studies integrating cognitive endpoints and cell biology of lymphatic vessels in the mature brain reveal the link between immune cells and brain functions.^2,16–19^ These studies reveal the adult brain as a regulator of adaptive immune response.^20,21^ The immune system has been proposed as a ‘seventh sense’,^22^ receiving information from pathogen agents to inform the central nervous system. Studies using invertebrate models suggest that neural circuits receive and integrate stimuli coming from pathogens, via G protein-coupled receptors (GPCRs), to guide the immune response.^23–25^

Several key open questions remain in this fascinating field. First, while much work has been done on the role of the CNS in adaptive immunity, the interplay between brain and *innate* immunity is still poorly understood. Second, most of the data come from adult organisms, and the developmental origins of brain–immune interactions are largely mysterious. Last, an obvious limitation of mammalian models is the difficulty of performing loss-of-function studies that unequivocally show that the brain controls the immune system.^26^ To address these knowledge gaps, and to identify intervention strategies for innate immune function, we exploited a unique system for probing the interactions of brain and immunity in embryogenesis under normal conditions and when challenged with human pathogenic bacteria.

We developed a *Xenopus* model in which we could study brain-dependent events in embryogenesis: the brain is removed during early embryonic stages, but the animal can be kept alive and development continues. The ability of this vertebrate, a popular model for numerous biomedical contexts,^27–34^ to survive and develop without a brain provides a unique opportunity to understand the role of the brain in diverse systems-level outcomes. Our prior research into brain-dependent developmental signaling revealed that the nascent brain, even before being fully formed, plays an instructive role in patterning somitic muscle and peripheral neural networks.^35,36^ Here, we use this brainless vertebrate model, with intact spinal cord and peripheral innervation, to demonstrate an unknown role of the brain: regulating the early innate immunity in the presence or absence of infection. Our data, synthesizing a molecular comparison of infected and uninfected animals under normal, brainless, and tail-regenerative conditions, reveal the profound influence of the brain, in part mediated by dopamine signaling, upon susceptibility and response to pathogenic challenge at the cellular, molecular, and organism-wide levels.

## Results

### Having a brain protects against infections

We previously showed that the uropathogenic *E. coli* UTI89 readily colonizes *X. laevis* embryos when infected at blastula or gastrula stages,^9^ and that survival rates at 4–5 days after infection could be used as a readout of the degree of activation of the innate immune system. Here, we investigated the role of brain-derived signals in innate immunity and susceptibility by asking how animals respond to systemic infection in the absence of a brain (Fig. 1a).

**Fig. 1:**
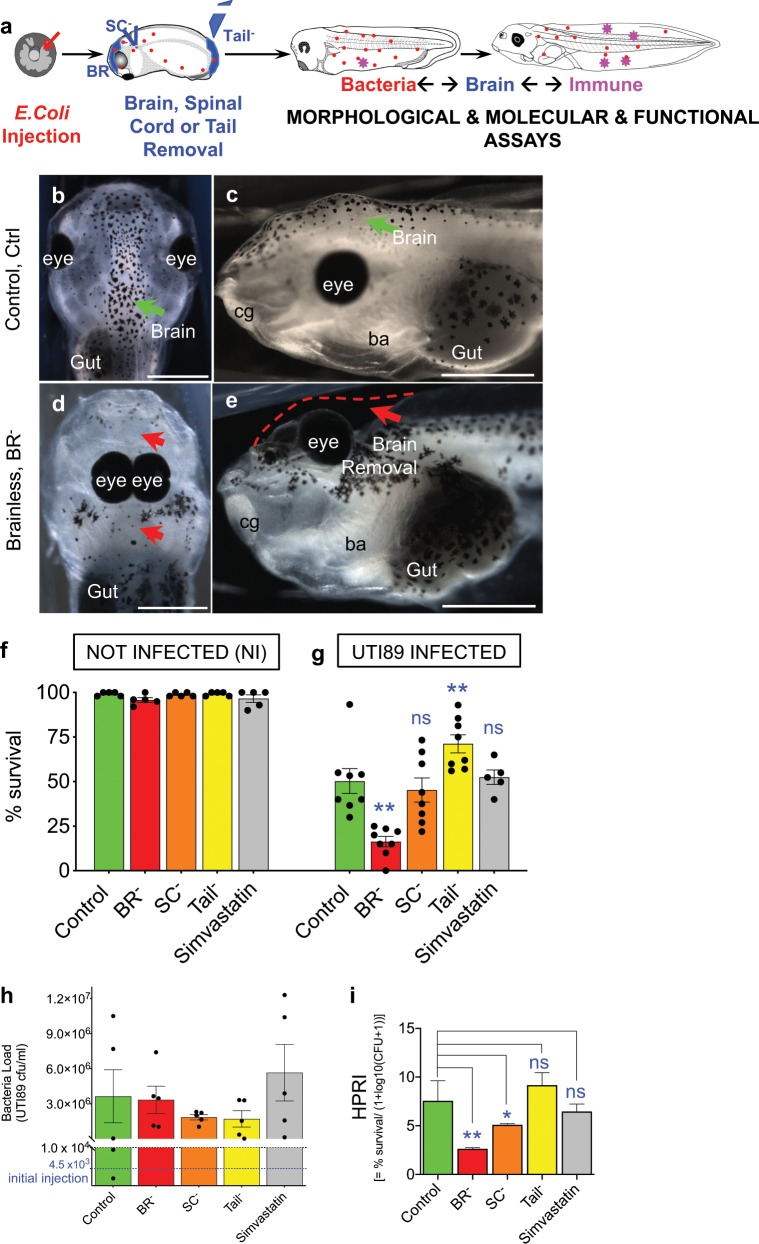
The presence of a brain protects against systemic infection in *Xenopus* embryos. **a** One day after fertilization (early- to mid-gastrula or stage 12), *Xenopus* embryos were microinjected with the pathogenic bacteria *E. coli* UTI89. The next day, surgeries were performed for removal of the brain (brainless or BR^–^ embryos), a piece of cervical spinal cord (SC^–^ embryos) or the tail bud (Tail^–^ embryos). Embryos were collected for morphological and molecular analysis during the next three days post-surgery. The bacterial load is represented in red. **b**–**e** Dorsal (left column) and lateral (right column) views of st. 48 embryos belonging Control or Intact (Ctrl; **b**, **c**) vs. Brainless (BR^−^; **d**, **e**) experimental groups. Green and red arrows point, respectively, the control or correct vs. aberrant morphologies after surgery removal. Eyes, gut and branchial arches (ba) are indicated for reference. Left: rostral is up. Right: rostral is left, dorsal is up. Rostral is left and dorsal is up. Scale bar = 500 μm. **f**, **g** Survival rates (plotted as percentage, %) of each experimental group per each infection condition: without *E. coli* infection or not-infected animals (NI; **f**, one-way ANOVA *P* > 0.05) vs. *E. coli* UTI89 infected animals (UTI, evaluated four days after infection; **g**, one-way ANOVA *P* < 0.01). Data represent the mean and S.D. of, at least, five independent replicates. Each replicate is shown by one dot. **h** Bacteria load measured and plotted as colony forming units per milliliter (cfu/ml) in independent embryos (dots) belonging each experimental group or surgery condition. Alive embryos were harvested for analysis 48 h after infection. Initial bacteria load or number of bacteria injected (average of three independent replicates) at *t* = 0 is plotted as a blue-dashed line. One-way ANOVA *P* > 0.05. **i** Host-Pathogen Response Index (HPRI) = % survival/(1 + log10(CFU + 1)), for each experimental group, as a metric of tolerance. Data represent the mean and S.D. of five independent embryos. One-way ANOVA *P* < 0.01. **g**, **i** *P* values after post hoc Bonferroni comparisons are indicated as **P *<* 0.01, *P *<* 0.05, ns *P* > 0.05. See also Supplementary Fig. S1.

Bacteria were injected into the blastocoel of embryos at 4.5 × 10^3^ ± 7.8 × 10^3^ cfu/embryo. First, we evaluated the survival rates at stage 48 (4–5 d after infection) for embryos subjected to the different infection conditions: infected with *E. coli* UTI89 (UTI condition) vs. not-infected (NI condition), belonging to each intervention or experimental group at st. 25 (Fig. 1b–e, Supplementary Fig. S1): intact brain or control embryos (Control or Ctrl; Fig. 1b, c), brain removal (brainless or BR^−^; Fig. 1d, e; Supplementary Fig. S1a, b), resection of a piece of cervical spinal cord (SC^–^; Supplementary Fig. S1c, d), tail-bud amputation (Tailless or Tail^–^), and muscle lysis via Simvastatin treatment (Simv; Supplementary Fig. S1h, j). At least, five biological replicates or dish of embryos (*r* = 5, *n* = 40 embryos per replicate, *N* total = 200 embryos) were used per each group. Results were consistent among the replicates for each condition and group. For NI embryos, survival rates were similar among groups, ranging from 92 to 100% (99 ± 1% for Ctrl, 96 ± 3% for BR^−^, 99 ± 1% for SC^−^, 99 ± 1% for Tail^−^, and 97 ± 5% for Simv; one-way ANOVA *P* > 0.05; *r* = 5 per group; Fig. 1f), suggesting any further differences among groups cannot be due to the surgical intervention itself. *E. coli* infection caused significant differences in the survival rates among groups (one-way ANOVA *P* < 0.01; Fig. 1g), indicating its utility as infection-survival assay. For intact or Ctrl embryos the mean infection-survival rate was 50 ± 20% (*r* = 8). Tail^–^ animals expressed significantly higher survival rates with respect to Ctrl (71 ± 14%, Bonferroni’s posttest *P* = 0.018, *r* = 8), apparently resulting from the induced regenerative response.^9,37^ Conversely, infected animals developing without a brain (BR^–^) exhibited a low survival rate, with a significant drop to 16 ± 8% (Bonferroni’s posttest *P* < 0.0001, *r* = 8). The survival rate for SC^–^ embryos (37 ± 15%) was not significantly different than Ctrl group (*P* > 0.9999, *r* = 8), indicating that the effect was not due simply to surgical damage or the requirement for intact CNS overall. As a control for possible effects of general tissue distress on outcomes, and to ascertain potential impact of muscle structure on survival phenotypes,^36^ we tested Simvastatin treatment (Simv; Supplementary Fig. S1h–j). Simvastatin is a drug well-known to give severe collateral myotoxic effects in human patients^38^ and zebrafish embryos.^39,40^ It induces muscle disorganization similar to that observed after brain removal in *Xenopus* embryos, allowing independent characterization of the effects of brain removal vs. of muscle tissue lysis and disorganization. Simv group’s survival was similar to that of Ctrl (52 ± 9%; *P* > 0.9999, *r* = 5), demonstrating that the survival capacity and susceptibility to bacterial infection is not non-specifically modulated by a stressful combination of infection and strong tissue stressor.

We next wanted to ensure that the effects of the brain ablation were not due to the removal of migrating neural crest cells (NC; Supplementary Fig. S1e–g). Survival after NC ablation in absence of infection was similar to the other groups, 98 ± 3% (*r* = 3, *n* = 40, *N* = 120), without any significant death related to the intervention itself. UTI infection in NC^–^ embryos lead to a mean survival rate of 60 ± 13% (*r* = 3, *n* = 40, *N* = 120), similar to that reached in Ctrl animals (61 ± 30%; *r* = 3, *n* = 40, *N* = 120) and significantly different from BR^–^ group (11 ± 12%; *r* = 3, *n* = 40, *N* = 120; one-way ANOVA *P* < 0.05; Bonferroni’s test for NC^–^ vs. Ctrl *P* *=* 0.9365; NC^−^ vs. BR^–^ *P* = 0.458). Of the several tissues and organs we targeted, surgically and via lytic toxins, the brain was unique in its effects in promoting survival.

To further characterize the role of brain in modulating overall susceptibility to bacterial infection, we assessed the bacterial load in living embryos within each experimental group at 2 d after infection. Microbial analysis showed that the pathogen load was maintained among the different experimental groups, with an average of 3.24 × 10^6^ cfu/ml (one-way ANOVA *P* > 0.05; Fig. 1h: the average initial dose of UTI *E. coli* injected was 4.5 × 10^3^ cfu/ml). Since the presence of brain improves survival but does not significantly reduce pathogen load, we analyzed our groups with an HPRI metric—an index that takes into account pathogen load as well as survival (Fig. 1i). Differences in HPRI index demonstrated that developing without an intact Central Nervous System (CNS; brain or spinal cord) significantly decreases tolerance^41,42^ and increases the susceptibility to infection (one-way ANOVA *P* < 0.01).

Taken together, the results demonstrate the unique effects of brain removal on susceptibility to infection: survival depends on the presence of the brain regardless of any tissue injury, and the absence of brain makes embryos likely to succumb to bacterial infection.

### Early brain protects against the infection-induced apoptosis

To understand the increased susceptibility to infection in BR^–^ animals, we conducted a longitudinal assay, scoring survival rates and characterizing apoptosis at several time points after infection and surgery (*r* = 3, *N* = 120 per group; Fig. 2a, b). Embryos were analyzed at 2–4 h post-surgery (hps; corresponding to st. 26–27), 8 hps (st. 30), 24 hps (st. 35), 36 hps (st. 40), 48 hps (st. 42) and the end stage-48 time point (4 days ps). For all groups, the first wave of death was detected at 24 hps (or 36 h post infection, hpi; Supplementary Table S1), specially for BR^–^ animals, which went from 87 ± 6% at st. 30 to 54 ± 12% at st. 35 (two-way ANOVA *P* < 0.01; Bonferroni’s posttest *P* = 0.0005 for BR^–^ st. 25 vs. st. 35). For Ctrl animals, this peak (or first time point with significant differences respect to st. 25) was reached at st. 40 (48 hpi), with a drop in the survival rate to 68 ± 23%. At st. 40, BR^–^ animals showed a dramatic decreased survival rate (19 ± 7%), leading to significant differences with the rest of the groups, which kept constant until the end of the experiment (Bonferroni’s posttest *P* < 0.01 for BR^–^ vs. C; see Supplementary Table S1 for over-time values at each stage and per each group). To characterize the cellular mechanisms behind the infection-induced death, we studied the patterning and number of apoptotic cells in Ctrl and BR^–^ animals at the same longitudinal period (Fig. 2b). We used the antibody against Cleaved Caspase-3 (Asp175; CC3, which detects levels of activated caspase-3) as it has been extensively shown to be a reliable marker for apoptosis in *Xenopus* embryos.^43–45^ For both Ctrl and BR^–^ groups, apoptosis followed a successive positive slope from st. 26–27, reaching a peak at st. 35, when significant differences are found in the number of cells between them (41 ± 11 vs. 55 ± 11 CC3-positive cells per area in Ctrl vs. BR^–^, respectively; two-way ANOVA *P* < 0.01; Bonferroni’s posttest *P* = 0.0018; Fig. 2c, d). Morphological analysis of CC3 expression revealed that UTI Infection seems to affect mostly the gut region, characterized by a focus of highly reactivity to CC3 marker, which is focused on a posterior domain in Ctrl animals and occupying a more extensive area in BR^–^ embryos (Fig. 2c, d). Animals at later stages in both groups expressed abnormalities in this region, but with decreased apoptosis, pointing this damage on the digestive domain as indicative of the UTI infection and defining the lethal consequences of infection to occur during the first 48 hpi. From st. 35, apoptosis starts to decrease, being constant and without differences between groups until the end of the experiment (Fig. 2e, f). Taking together, these results show that death after infection-surgery occurs sequentially over the time, as a direct consequence of increased weakness, and it does not happen at the first immediate hours after surgery (st. 26–30). Interestingly, this analysis also shows that the peak of death in absence of brain occurs 24 h earlier than when the brain is present (at st. 35 vs. st. 40), with a significant increased apoptosis, supporting the protective effects of brain against the lethal consequences of the infection.

**Fig. 2:**
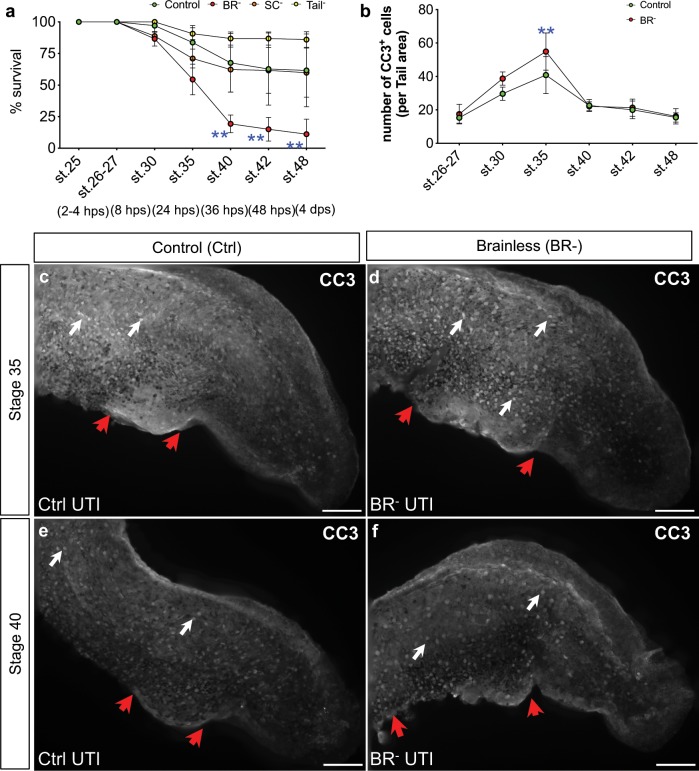
The presence of a brain protects against infection-induced death, which is more severe during the first 48 h post infection. **a** Longitudinal assay, scoring survival rates after infection for Control (Ctrl, green), Brainless (BR^–^, red), Spinal Cord Resection (SC^–^, orange) and Tailless (Tail^–^, yellow) embryos at 2–4 h post-surgery (hps; corresponding to st. 26–27), 8 hps (st. 30), 24 hps (st. 35), 36 hps (st. 40), 48 hps (st. 42) and the end stage-48 time point (4 days ps). Data represent the mean and S.D. of three independent replicates. **b**–**f** Number (**b**) and expression pattern (**c**–**f**) of apoptotic cells (positively reacted against Cleaved Caspase-3 Asp175 antibody; CC3) in Ctrl (green) and BR^–^ (red) animals at the same longitudinal period than (**a**). Data represent the mean and S.D. of, at least, ten embryos coming from three different replicates. **c**–**f** Lateral views after CC3 immunofluorescence of UTI-infected Ctrl (**c**, **e**) and BR^–^ (**d**, **f**) embryos at st. 35 (**c**, **d**) and st. 40 (**e**, **f**). White arrows point CC3-expressing cells; red arrows indicate damage related to the infection along the gut area. Rostral is left and dorsal is up. Scale bar = 250 μm. **a**, **b** Two-way ANOVA *P* < 0.01. *P* values after post hoc Bonferroni comparisons are indicated as **P *<* 0.01.

### Brain signaling does not affect primitive myeloid precursors

Next, we asked whether the protective effects of the brain were due to action on the development of the primitive immune system (regardless of infection, as it does with muscle and nerve development) or whether, conversely, the brain acted on the active response to infection (implying differences between Control and BR^–^ animals only after infection). In *Xenopus*, the earliest known marker of the primitive myeloid is *spib-a* (*spiba*). Spib- is a highly conserved ETS transcription factor that marks the primitive myeloid-cell lineage and is required for its development.^3,10^ *spib* expression in myeloid precursors has been characterized in *Xenopus*,^10^ mouse,^46^ and humans.^47^ To specifically probe the role of the brain in establishing key cell types involved in innate immunity, we studied the *spiba*-positive^10^ cells in UTI and NI early-staged embryos (st. 28), subjected to the different surgical interventions (Ctrl, BR^–^, SC^–^, Tail^–^; Supplementary Fig. S2).

To compare the prevalence and spatial distribution of the *spiba*-positive cell population, we characterized four independent regions: face, tail, dorsal flank, and ventral flank. At least, ten different embryos, from different replicates, per each group and condition were used for quantification (*r* = 3, *n* = 40, *N* = 120; Supplementary Fig. S2a, b, t–w and Methods for details of quantification). NI embryos belonging to each experimental group possessed a similar number and distribution of positive cells, mainly located in the ventral region or hematopoietic organ at these stages (Supplementary Fig. S2c, d). In NI embryos, the only intervention that resulted in significant differences at the site injury from intact embryos was tail-bud amputation (one-way ANOVA *P* < 0.05; Bonferroni’s posttest *P* = 0.032; Supplementary Fig. S2f). The number of *spiba*^*+*^ cells in Tail^–^ animals was especially higher in the posterior regions, occupying the bud and amputation plane. No differences from Ctrl embryos were detected for any area in BR^–^ animals, suggesting the brain, in the absence of infection, is not necessary to maintain this population of primitive myeloid precursors.

Next, we analyzed the same cell population in embryos that were previously infected with *E. coli* UTI89 (UTI condition; Supplementary Fig. S2j–n). Neither intervention (brain, SC or tail removal) nor body region showed significant differences in number of *spiba*^+^ cells within infected embryos. Comparing effects of the infection on number of cells within each experimental group (Supplementary Fig. S2o–r), we detected a significant decrease in the total number of myeloid precursors as consequence of bacteria injection for all experimental conditions (two-way ANOVA *P* < 0.05). This generic drop detected in st. 28 embryos indicates that infection with the human uropathogenic *E. coli* affects the primitive myeloid cells at early stages of immune system development. Intriguingly, tail amputation performed after infection, which showed the highest survival rates, did not induce a higher proliferation of *spiba*^*+*^ cells, suggesting that the higher survival percentage observed in this group might not due to the presence of more myeloid progenitor cells.

Taken together, our results reveal the negative impact of infection at very early embryonic stages and demonstrate that the positive contribution of the brain to surviving infection is not mediated by brain-induced changes in the *number* of early myeloid-cell precursors.

### Brain is required for migratory response of macrophages

Considering that the early brain does not control the primitive formation of myeloid cells at early stages, we decided to evaluate the dynamic behavior or migration of immune cells at later stages. We labeled a gene coding for a protein expressed by *Xenopus* embryonic macrophages, *mmp7*, that mediates extracellular matrix remodeling, a crucial aspect of their migration.^11,48^ Homologs of this gene-protein have been extensively used to study macrophage behavior.^10,11,48^ *mmp7*-ISH was performed for the four experimental groups (Ctrl, BR^–^, SC^–^, Tail^–^) per each infection condition (UTI vs. NI) in st. 36 embryos. At least, ten different embryos, from different replicates, per each group and condition were used for quantification (*r* = 3, *n* = 40, *N* = 120; Fig. 3). In absence of infection (NI, Fig. 3c–g), the *mmp7*^+^ population was only significantly different at the injury site for Tail^–^ animals, as seen with the earlier myeloid *spiba*^*+*^ cells, with an increased number of mmp7^+^ cells accumulated in the bud tail or amputation plane respect to Ctrl embryos (one-way ANOVA *P* *<* 0.01; Bonferroni’s posttest *P* < 0.0001; Fig. 3d). No differences were detected for any area between Ctrl and BR^–^ animals, suggesting that the brain, in absence of infection, does not affect macrophage migration in the developing embryo. However, in embryos infected early in development with *E. coli* (UTI, Fig. 3h–l), absence of brain led to a significant increase in the number of *mmp7*^*+*^ cells in ventral areas respect to Ctrl animals (one-way ANOVA *P* *<* 0.05; Bonferroni’s posttest *P* = 0.0464 for BR^–^ vs. Ctrl at ventral area; Fig. 3k), represented by the accumulation of this population along the ventral hematopoietic niche (Fig. 3m, n). The ventral clumping of *mmp7*-positive cells in BR^–^ after infection was not detected in SC^–^ and Tail^–^ embryos, resulting in significant differences between BR^–^ and Tail^–^ groups (Bonferroni’s posttest *P* = 0.0225 for BR^–^ vs. Tail^–^ at ventral area; Fig. 3k), and demonstrating that the effect was not due simply to surgical damage or the need for an intact CNS.

**Fig. 3:**
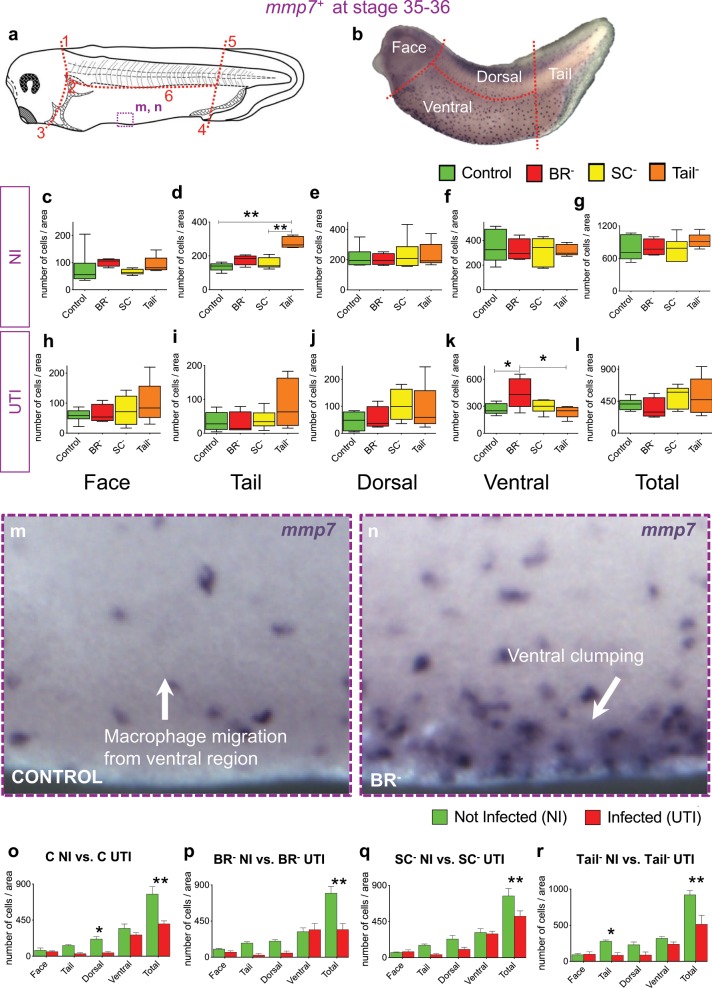
The absence of the brain during development affects the migration of macrophages in response to infection. **a**, **b** Drawing of (**a**) and image after in situ hybridization (ISH) for *mmp7*^*+*^ (**b**) of one st. 35 *Xenopus* embryo indicating the landmarks or reference points (1–6) for the body subdivision in the four independent areas for quantification (see Methods for details). Dashed-purple line square indicates the area shown in m, n inserts. Rostral is left and dorsal is up. **c**–**l** Quantification of number of *mmp7*^*+*^ cells in not-infected (NI, **c**–**g**) and infected (UTI, **h**–**l**), belonging each experimental group: Control (Ctrl, green), brainless (BR^–^; red), spinal cord resection (SC^–^; yellow) and Tailless (Tail^–^; orange). Values for normalized number of *mmp7*^*+*^ cells are plotted per each region and group: face (**c**, **h**), tail (**d**, **i**), dorsal (**e**, **j**), and ventral (**f**, **k**) to detect distribution and migration patterns. Total (**g**, **l**) is the sum of the four regions. One-way ANOVA *P* value showed significance for (**d**) (*P* *<* 0.01) and (**k**) (*P* *<* 0.05). **m**, **n** High-magnification images showing detail of ventral region (purple square in (**a**)) with *mmp7*-positive cells in a Control (**m**) vs. Brainless (**n**) embryos. VBI: Ventral Blood Islands or primitive hematopoietic organ. **o**–**r** Number of *mmp7*-positive myeloid cells (normalized to the area) in not-infected (green) vs. infected (red) embryos belonging Ctrl (**o**), BR^–^ (**p**), SC^–^ (**q**), and Tail^–^ (**r**) groups. Counts were done on four independent regions of the whole animal body (plus the summation): face, tail, dorsal and ventral areas. Two-way ANOVA showed significant *P* values for all comparisons (*P* < 0.05). **c**–**l**, **o**–**r** Data represent the mean and S.D. of, at least, ten different embryos, from three different replicates, per each group and condition. Significant *P* values after post hoc Bonferroni test are indicated as *P *<* 0.05 and **P *<* 0.01. See also Supplementary Fig. S2.

The intragroup comparisons (Fig. 3o–r), analyzing embryos from the same surgery intervention but infected vs. not-infected conditions, and similarly to *spiba*^*+*^ population, demonstrated that the overall number of *mmp7*^+^ cells was lower in infected embryos, regardless of experimental intervention. This result confirms that the human uropathogenic *E. coli* targets the early innate immune system. Interestingly, the differences previously detected between Ctrl and Tail^–^ embryos in the tail area injury site, due to the tail injury itself, with a significant macrophage mobilization to the amputation plane (tail-bud area) observable only in absence of infection (Fig. 3d vs. Fig. 3i), were also displayed when comparing the effects of infection within the Tail^–^ group (Fig. 3r). A significant difference in the number of macrophages at the tail region or amputation site is detected between not-infected and UTI-infected Tail^−^ embryos (Bonferroni’s posttest *P* = 0.0487 for Tail^−^ NI vs. Tail^−^ UTI at tail region), indicating that the macrophage accumulation to the amputation plane in this group is entirely impaired in presence of bacterial infection. Our results show that the absence of the brain during development leads to defects in the response against infection, specifically the accumulation of *mmp7*^+^ cells in the ventral niche reveals defects in macrophage migration.

### Brainless induces ectopic myeloid and neural networks

Given the observed effects of the brain on the response of the developing innate immune (∼st. 30), we next analyzed effects of the brain’s presence on the fully-developed innate system^5,7,49–51^ and the surrounding innervation, in embryos at later stages of development (∼st. 44–48; see Supplementary Note 1 for more details about embryogenesis of the immune system in *Xenopus*).

Immunofluorescence using the XL-2 antibody^8^ revealed the distribution of all *Xenopus* leukocytes (monoclonal antibodies specific for particular leukocyte subpopulations are not currently available for these species).^1^ We quantified XL2^+^ cells along the middle and posterior parts of the animal body in not-infected and infected st. 44–45 Ctrl, BR^–^, SC^–^, Tail^–^, and Simv embryos (Fig. 4a–h). In addition, we included the NC^–^ group in the XL2 analysis to study whether this intervention led to similar phenotypes of leukocyte migration than those ones expressed by BR^–^ animals (Fig. 4e, f). At least, ten different embryos, from different replicates, per each group and condition were used for quantification (*r* = 3, *n* = 40, *N* = 120). Our results for NI animals showed similar leukocyte patterns and number among all the groups, being tail amputation the only intervention that provoked a differential increase of XL2^+^ cells in the tail region (two-way ANOVA *P* *<* 0.01; Bonferroni’s posttest *P* *<* 0.0001 for Tail^–^ vs. the rest of the groups; Fig. 4b). Then, we analyzed the XL2 expression in UTI-infected animals subjected to the different interventions. Remarkably, the population of XL2-positive cells after infection for all groups was 2–4-fold greater than in absence of infection, with leukocytes leaving the central blood vessels and spreading along the entire fin. UTI-infected BR^–^ animals expressed the lowest XL2-positive population (19 ± 7 vs. 49 ± 10 XL2-positive cells per area in BR^–^ vs. Ctrl, respectively), with significant differences respect the rest of interventions (Bonferroni’s posttest *P* *<* 0.0001 for BR^–^ vs. the rest of the groups).

**Fig. 4:**
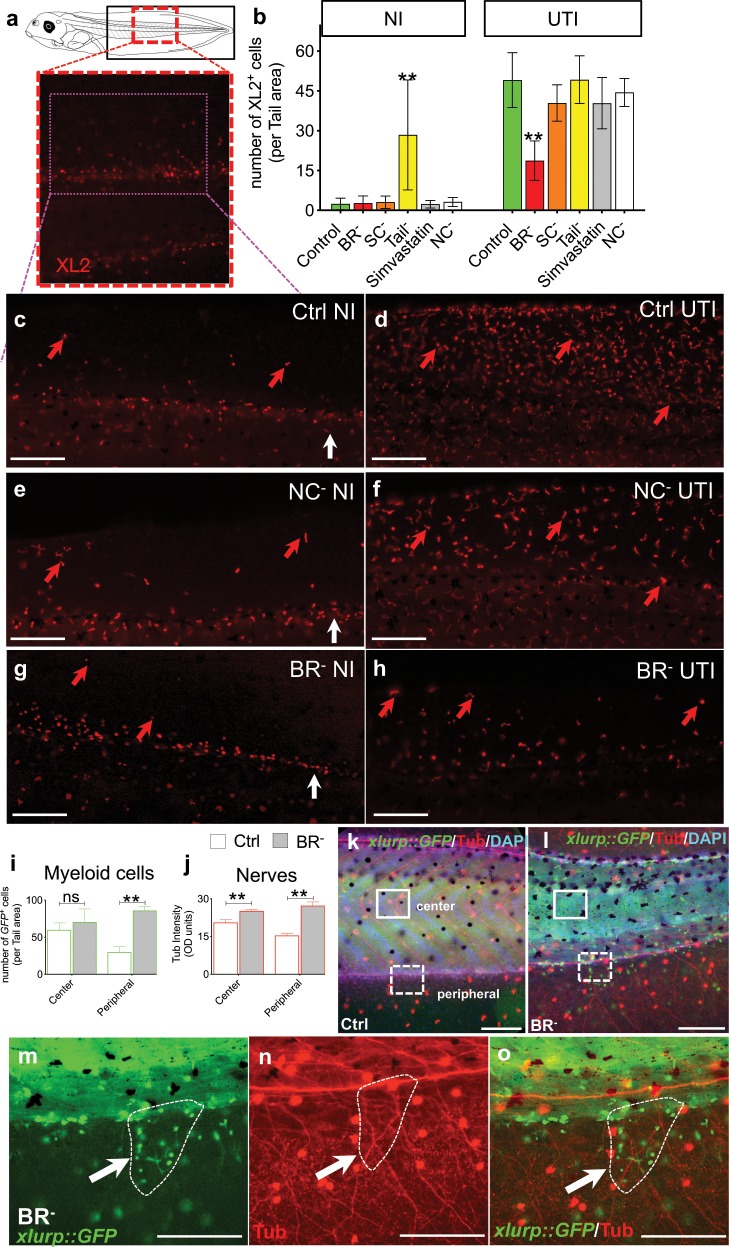
The absence of early brain affects number and patterning of myeloid cells, distributed in proximity to the aberrant neural network. **a**–**h** XL2 immunofluorescence to label leukocytes in uninfected (NI) and infected (UTI) embryos belonging Control (Ctrl, green), Brainless (BR^–^, red), Spinal Cord Resection (SC^–^), Tailless (Tail^–^), Simvastatin-treated, and Neural Crest ablation (NC^–^) groups. **a** Drawing of a late-staged *Xenopus* embryo. Black rectangle indicates the tail area for counting. Magenta-dashed line outlines the region showed in (**c**)–(**h**). **b** Number of XL2^+^ cells (normalized to the area) per each group and condition. **c**–**h** Lateral views of Ctrl (**c**, **d**), NC^–^ (**e**, **f**), and BR^–^ (**g**, **h**); NI (**c**, **e**, **g**) vs. UTI (**d**, **f**, **h**) embryos. Red arrows point XL2^+^ cells. White arrows point the posterior region of the central blood vessels. **i**, **j** Number of myeloid cells (**i**) and acetylated alpha-tubulin (Tub) optical density (OD; **j**) per each tail region for Ctrl (white), and BR^–^ (gray) st. 46–48 embryos. **k**–**o** Lateral views of *xlurp::GFP* Ctrl (**k**) and BR^–^ (**l**) embryos after Tub immunofluorescence. GFP^+^ myeloid cells are green, Tub^+^ nerves are red, nuclei are blue after DAPI staining. Differences in tail morphology for BR^–^ animals (deviating the normal body axis (**l**) with respect to Ctrl (**k**)) are due to developmental muscle mispatterning occurring when brain is absent. Two independent tail regions were counted: center (occupied by the myotomes; solid-white line) and peripheral (dorsal and ventral lateral fins; dashed-white line). Counts were made at the same region of the animals (e.g., at the same somite level). **m**–**o** Details from (**l**), white-dashed square. White arrows indicate positive elements at the same point on the three images. Dashed-white line circle an area within scattered groups of immune cells lying in proximity to the highly disorganized neural networks. **b**, **i**, **j** Data represent the mean and SD of, at least, ten different embryos, from different replicates, per each group and condition. Significant *P* values after post hoc tests are indicated as **P *<* 0.01, ns *P* > 0.05. Images: rostral is left, dorsal is up. Scale bar = 250 μm. See also Supplementary Fig. S3.

Thus, these results confirmed our observations at early stages of development. While in absence of bacterial threat, brain is not required for specifying leukocyte number, in presence of bacterial threat brain is required to induce an appropriate response-migrating behavior of the immune cells.

Next, we analyzed the transgenic *xlurp::GFP* animals, which express GFP in myeloid cells (mainly monocyte/macrophage and granulocyte/neutrophils at these stages)^5,52^ at st. 46–48 of Ctrl, BR^–^, SC^–^, Tail^–^ and Simv embryos. At least, ten different embryos, from different replicates, per each group and condition were used for quantification (*r* = 3, *n* = 40, *N* = 120; Fig. 4i–o, Supplementary Fig. S3, and Supplementary Video S1). One conspicuous feature observed in BR^–^ animals was the presence of longitudinal-like patches of high-density of GFP-positive cells along the dorsal and ventral fin, not detected in the somite or central regions of the body. Consequently, we decided to evaluate the number of immune cells for each experimental group on two independent tail regions: center and periphery, with somite region and fin region, respectively (Fig. 4i–l). The central region after tail removal (Tail^–^: 97 ± 27 GFP^+^ cells) exhibited a marked increase in the number of myeloid cells (normalized to area) compared with Ctrl embryos (59 ± 28 GFP^+^ cells; Dunn’s posttest *P* *=* 0.0373; Supplementary Fig. S3a, n), mainly focused at the region close to the amputation plane or injury site, indicating that even weeks after injury, myeloid cells are still invading the injured tail area. This effect was, conversely, not detected after brain removal, as more immune cells were not present either in the face region surrounding the injury site nor the central area. In the peripheral region, absence of the brain provoked a drastic increase in the number of myeloid cells at these late stages, forming defined patches that branched off the fin of the tail, at long distance from the injury site (from 30 ± 21 GFP^+^ cells in Ctrl group to 86 ± 15 GFP^+^ cells in BR^–^ group; two-way ANOVA *P* < 0.05; Bonferroni’s posttest *P* < 0.0001). This sprouted-network like patterning of the myeloid population in the fin region of BR^–^ animals displayed a similar pattern to the one detected previously for the peripheral neural network in absence of brain.^36^

Thus, we decided to study the co-location of peripheral nerves with respect to this myeloid population (using Tub immunofluorescence on *xlurp::GFP* embryos). Morphological analysis revealed that, in central regions, myeloid cells of BR^–^ exhibited different morphology, with respect to other areas or to Ctrl embryos, with rows of flattened cells, compatible with a macrophage-like network,^5^ following the internal neuropil.^36^ This distribution pattern, with myeloid cells in close proximity to the internal neuropil, was entirely absent in Ctrl embryos, where the central areas, with the highest number of GFP cells (Fig. 4i, j; Supplementary Fig. S3e–g) were not intensely occupied by nerves. In the peripheral region, a similar distribution pattern for both myeloid cells and peripheral nerves was detected in BR^–^, with scattered groups of immune cells in proximity to the highly disorganized neural networks (see the area circled within the dashed-white line as a illustrative example in Fig. 4m–o; Supplementary Fig. S3k–m for Ctrl). SC^–^ animals exhibited a similar number and general distribution of myeloid cells as the Ctrl group but the peripheral-nerve phenotype, as revealed by Tub immunofluorescence, showed the same ectopic growth and sprouting of neural network as in the BR^–^ animals and significantly different from the Ctrl group (Supplementary Fig. S3o–q). Simv-treated embryos did not show differences for any marker, myeloid and nerve phenotypes, with respect to the Ctrl group.

Taken together, our results confirmed that brain removal during early development leads to the ectopic presence of mature myeloid cells at later stages of embryogenesis invading the fin, in close proximity to the aberrant peripheral neural network. This aberrant distribution of immune cells occurs far from the distal anterior injury site and is not mediated by spinal cord pathway. Lack of brain thus produces an immunologically different phenotype than other interventions, such as the removal of a different piece of the body (which induces the increased presence of immune cells but only at the local area of injury), or a severe toxic stress (Simv treatment, which caused no differences in myeloid cells relative to controls), indicating the unique influence of the embryonic brain on immune cell behavior.

### Brain controls the transcriptional consequences of infection

Given the differences found for the innate immune response with or without a brain, we sought to identify the transcriptional mechanisms underlying the effects. 

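Embryos of *Xenopus laevis* were compared in 4 groups: control embryos that kept their brain (Ctrl) and brainless embryos (BR-), each either not infected (NI) or infected with the uropathogenic *Escherichia coli* strain UTI89 (UTI). Each group had 2 libraries, 8 in all, which the paper calls biological replicates. Surgery at stage 25 followed 18 to 24 h after infection, and the embryos were kept for 3 h at 21 °C before they were flash-frozen in pools of 20. The paper's methods state that anterior parts including the brain were amputated at freezing, so that brain tissue itself would not set the groups apart, and leave open which part was frozen, while another sentence of the methods states that RNA was extracted from whole embryos. Ribosomal RNA was depleted from 1 µg of total RNA, the libraries were amplified over 10 cycles, and they were sequenced as reads of 40 nt.

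The authors aligned the reads with HISAT2 to the assembly Xenopus_laevis_v2, assembled transcripts with Cufflinks and compared pairs of groups with Cuffdiff. Their deposited tables hold 1 comparison each, 4 in all, with the FPKM of each transcript pooled over the 2 libraries of a group, the log2 fold change, the P value and its Q value, which adjusts P over the transcripts listed. No value of a single library was used, so no SD between libraries stands beside an FPKM. The depth of each library is not given in the sources used here (for reads and quality the paper refers to Supplementary Methods 1, not used here), and the P and Q values of Cuffdiff are the only measure of replicate error. P cannot fall below 5e-05. The tables list 27442 transcripts under 19608 gene names for Ctrl NI vs. Ctrl UTI, 27930 under 19790 for BR- NI vs. BR- UTI, 27982 under 19700 for Ctrl NI vs. BR- NI, and 27063 under 19402 for Ctrl UTI vs. BR- UTI.

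A gene was counted as changed when a transcript of it had Q under 0.05, and as rising or falling by the sign of that transcript's deposited log2 fold change. Genes whose changed transcripts went both ways were counted apart. FPKM values given per gene are the authors' group values summed over its transcripts listed in that table, which differ between tables for some genes, and log2 fold changes per gene are on the scale of log2(FPKM + 0.1), which understates the change of low genes. Before the data were examined, 29 gene lists, the rule for the genes to name and the settings to vary were fixed. A list's measured members are those with a mean of at least 1 FPKM over both groups. Its calls were set against those of all measured genes by Fisher's exact test, two-sided and adjusted over the lists, and its median against 10000 random lists of the same size matched on expression.

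*X. laevis* carries a pair of related copies of many genes, written .L and .S, and reads of 40 nt may be shared between them, so the value of a single copy is uncertain. Of 10875 gene names that are only a locus number, 10239 were found in NCBI's RefSeq annotation of the assembly Xenopus_laevis_v10.1 and 6990 have a symbol there, which is given as a name only. Ctrl NI vs. Ctrl UTI and BR- NI vs. BR- UTI share no library, nor do Ctrl NI vs. BR- NI and Ctrl UTI vs. BR- UTI, while every other pair of comparisons shares a group. The same group's FPKM differed between tables by a median log2 ratio of 0.02 for Ctrl NI, -0.02 for Ctrl UTI, 0.02 for BR- NI and -0.02 for BR- UTI, and each table was normalized on its own.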

To characterize the transcripts that could be differentially regulated under each condition, we conducted RNA-seq and compared the transcriptome of Ctrl and BR^–^ embryos, with or without infection (Fig. 5, Supplementary Tables S1–S7, Supplementary Figs. S4 and S5, Supplementary Note 2, and Supplementary Data 1 and 2).

**Fig. 5:**
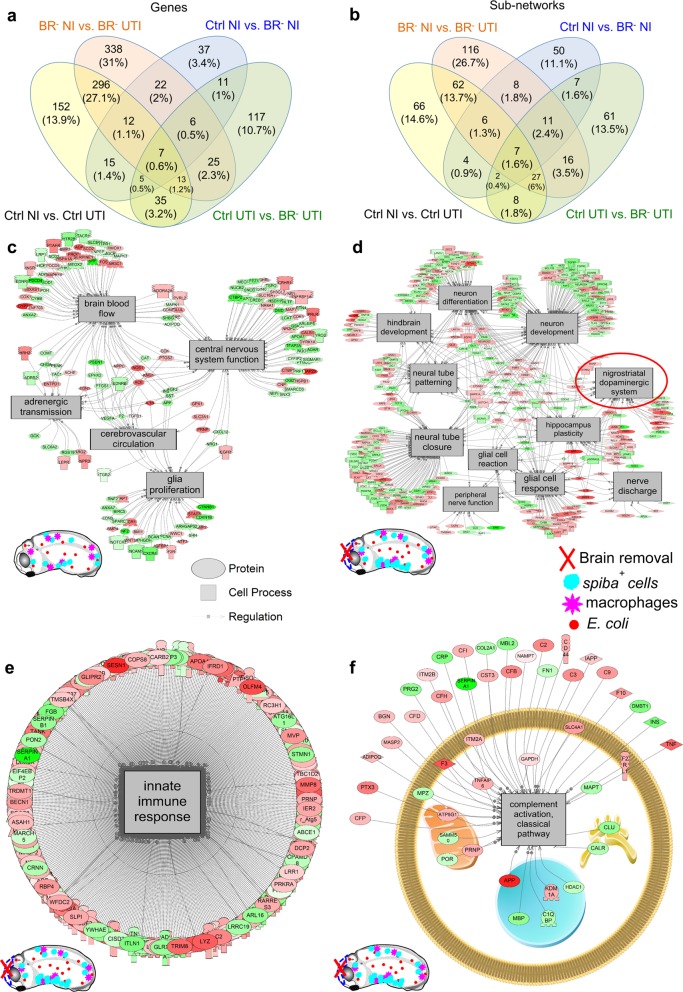
Transcriptional analysis of Control (Ctrl) and Brainless (BR^–^) datasets show quantitatively and qualitatively differences for regulated transcripts and cell processes after infection (UTI) or/and not-infection (NI) conditions. **a**, **b** Venn diagram comparing genes (**a**) and sub-networks (**b**) differentially regulated for each experimental group-condition. **c** Neural-related pathways unique to infection with a brain. **d** Neural-related pathways unique to infection without a brain. **e** Innate immunity response for brainless animals with infection. This network was significantly upregulated by 11%. **f** Complement activation sub-network (classical pathway) exclusively present in infected embryos with absence of brain. Green = down gene, Red = up gene. Complete data are presented in Supplementary Data 1. All measured genes found in a pathway are located in Supplementary Data 2. See also Supplementary Figs S4 and S5.

We first asked which transcripts are controlled by infection in an intact normal embryo by comparing the transcriptome of NI vs. UTI Control animals (Ctrl NI vs. Ctrl UTI, black labels in Fig. 5a). 

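In embryos with a brain, infection raised olfm4.L, tlrs5 and the collagenase genes mmp1 and mmp8.S, and lowered embryonic globins and the fibrinogen gene fgb.L. olfm4.L, a secreted glycoprotein made by neutrophils and mucosa, rose from 3.10 to 557 FPKM, a log2 fold change of 7.44. tlrs5, a soluble Toll-like receptor, rose from 0.598 to 95.2 FPKM (7.09), the collagenase gene mmp1 from 0.354 to 66.4 FPKM (7.19) and mmp8.S, the neutrophil collagenase, from 0.808 to 26.3 FPKM (4.86). The transferrin genes tf.L and tf.S, whose product binds iron, rose from 1.69 to 48.8 FPKM and from 12.2 to 281 FPKM, and the adenosine deaminase gene ada.S from 0.242 to 7.21 FPKM.

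The largest falls with a gene symbol included the globins hba2.L, from 15.5 to 1.02 FPKM (log2 fold change -3.80), hbe1.L, from 26.4 to 2.58 FPKM, and hbd.S, from 68.1 to 17.5 FPKM. They also included fgb.L, the beta chain of fibrinogen, from 3.65 to 0.570 FPKM (-2.48), the neutrophil protease gene prtn3.L, from 3.32 to 0.329 FPKM, and the histone gene hist1h4a.L, from 10.0 to 2.07 FPKM. For tp63.L and acad8.L, the fall was in 1 transcript, while their summed FPKM was 9.05 and 6.61, and 6.97 and 5.38.

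Of 12 measured cytokine and chemokine genes, 5 rose and 0 fell (8 rose when adjusted over the list alone), with a median log2 fold change of 5.21 where random lists gave -0.20 to 0.11 (95% range). Matched by gene name only, 5 members remain and their median is -0.20. The neutrophil attractant cxcl8.L, the called member with the highest FPKM, rose from 2.81 to 119 FPKM (5.36). Among 21 genes of the acute phase, antimicrobial defense and iron withholding, 6 rose and 3 fell (8 and 3 when adjusted over the list alone, adjusted p = 3.29e-08 from Fisher's exact test). Ferritin fth1.L rose from 14.0 to 44.7 FPKM and pentraxin ptx3.L from 1.14 to 5.97 FPKM, while the antiprotease gene serpina1.S fell from 35.6 to 16.8 FPKM. The macrophage and neutrophil list moved both ways, with 4 of 20 members up and 4 down (6 and 6 when adjusted over the list alone, adjusted p = 3.40e-07 from Fisher's exact test). The transcription factor genes cebpd.S and spib.L rose from 2.62 to 32.4 FPKM and from 2.29 to 10.2 FPKM, whereas the granule peroxidase genes mpo.L and epx.L fell from 26.4 to 8.08 FPKM and from 15.9 to 7.19 FPKM, and mmp7.L fell from 12.8 to 4.92 FPKM. The fourth fall, mmp9.L, was in 1 of its 2 transcripts, and its summed FPKM was 4.16 and 6.35. tf.S, fth1.L, ptx3.L, serpina1.S, mpo.L and mmp9.L were chosen after their values were seen.

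Among 15 interferon response genes, 3 rose and 0 fell (5 rose when adjusted over the list alone), among them irf1.L, from 3.12 to 22.2 FPKM (2.79). The kinase gene irak2.L, from 0.992 to 5.30 FPKM, was the 1 member of 6 pattern recognition genes that rose, also when adjusted over the list alone. Of 34 apoptosis genes, 3 rose (4 when adjusted over the list alone), led by bid.L (LOC108704383), from 2.75 to 7.18 FPKM. The apoptosis median of 0.25 lay above the -0.14 to 0.05 of random lists. Across all gene names, 396 rose, 138 fell and 1 had transcripts going both ways in the authors' deposited table, and 2228 had a transcript with unadjusted P under 0.05. Of 77 KEGG pathways tested, 16 held more changed genes than chance. They were led by cytokine-cytokine receptor interaction with 27 of 146 genes where 3.98 would fall by chance (adjusted p = 2.24e-13 from a one-sided Fisher's exact test), and by NOD-like receptor signaling with 27 of 161. In 21 of the changed transcripts, 1 group is listed at 0, so their fold has no finite value, and 319 of the changed genes carry only a locus number in the table.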

A total of 535 DEGs were regulated by infection in intact embryos, and 152 were unique to this group. Conversely, this number was significantly increased up to 719 (and 338 unique) transcripts controlled by infection in brainless embryos (or BR^–^ NI vs. BR^–^ infected; orange labels in Fig. 5a), revealing that the presence of the brain suppresses the transcriptional consequences of infection about twofold. 

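Brainless embryos also answered infection with a rise of antibacterial, iron-binding and chemokine genes. mmp1 rose from 0.240 to 80.2 FPKM, a log2 fold change of 7.89, tlrs5 from 0.525 to 95.9 FPKM (7.26) and olfm4.L from 3.96 to 468 FPKM (6.85). The transferrin genes tf.L and tf.S rose from 1.84 to 108 FPKM and from 6.84 to 296 FPKM. The chemokine genes cxcl8.L and cxcl8.S (LOC108706769) rose from 2.88 to 90.0 FPKM and from 0.758 to 60.2 FPKM. Among the falls were the mitochondrial enzyme gene adhfe1.S, from 35.8 to 10.8 FPKM (-1.72), the axial transcription factor gene foxa4.L, from 2.01 to 0.574 FPKM, medag.S, from 2.02 to 0.379 FPKM, and fgb.L, from 3.13 to 0.921 FPKM. Other large falls were in 1 transcript each of epha4.S, ecd.S, itga6.L and fam83h.S. The summed FPKM of epha4.S was 6.83 and 6.13, and that of ecd.S 3.66 and 4.19.

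Of 17 measured interferon response genes, 7 rose and 0 fell (11 rose when adjusted over the list alone, adjusted p = 7.58e-06 from Fisher's exact test). They included irf1.L, from 2.94 to 22.0 FPKM, with a list median of 0.84. Among 20 acute phase, antimicrobial and iron withholding genes, 8 rose and 1 fell (11 and 1 when adjusted over the list alone), among them the ferritin genes fth1.L, from 13.0 to 33.5 FPKM, and fth1.S, from 183 to 282 FPKM. The cytokine and chemokine list had 4 rises among 12 measured members (8 up and 1 down when adjusted over the list alone) and a median log2 fold change of 4.87. irak2.L rose from 1.16 to 6.07 FPKM among 5 pattern recognition genes (4 up when adjusted over the list alone). Of 33 apoptosis genes, 3 rose (4 when adjusted over the list alone), with MGC68465 rising from 2.14 to 5.98 FPKM. Their median of 0.30 lay above the -0.07 to 0.10 of random lists. irf1.L and the ferritin genes were chosen after their values were seen. The authors' deposited table gives 544 gene names up, 174 down and 1 with transcripts going both ways, and 2536 with unadjusted P under 0.05.

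**Figure D1:**
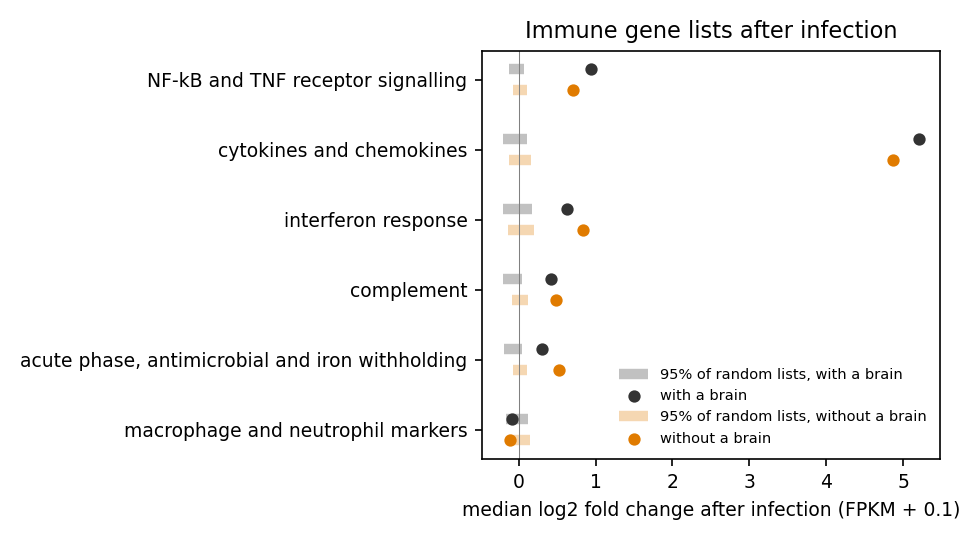
Median log2 fold change after infection, on the scale of log2(FPKM + 0.1), of 6 immune gene lists in embryos with a brain (dark points) and without one (orange points). Each pale bar is the range that holds 95% of the medians of 10000 random lists matched on expression, and the cytokine and chemokine points lie at 5.21 and 4.87, the first of which turns its sign when members are matched by gene name only.

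Most genes that rose with a brain also rose without one. Over 19068 gene names in both tables, 393 rose with a brain and 525 without, and 286 rose in both, where 10.8 would be shared by independent lists. Of 136 and 170 falls, 41 were shared, against 1.21 expected (p = 2.76e-52 from Fisher's exact test), and 1 gene moved in opposite directions. Of the genes called with a brain, 336 of the rises and 72 of the falls had unadjusted P under 0.05 in the same direction without one. Of the genes called without a brain, 47.0% were called in no other comparison, against 28.4% of those called with a brain. The sizes of both responses were compared over the 898 genes called in either. The slope through 0 of the brainless on the Ctrl log2 fold changes was 0.841 (95% bootstrap interval 0.804 to 0.876) and the symmetric slope, which treats both responses alike, 0.931 (0.890 to 0.980). In the direction of the Ctrl change, the brainless response was shifted by a median of -0.08 (-0.12 to -0.03), and 91.5% of the genes moved the same way. Both this shift and the slope through 0 take the Ctrl fold change as reference. Error in it pulls them down even where the responses are equal, so neither by itself shows a weaker brainless response. Median absolute log2 fold changes were 0.94 with a brain and 0.91 without. These slopes describe genes, which are not independent replicates.

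**Figure D2:**
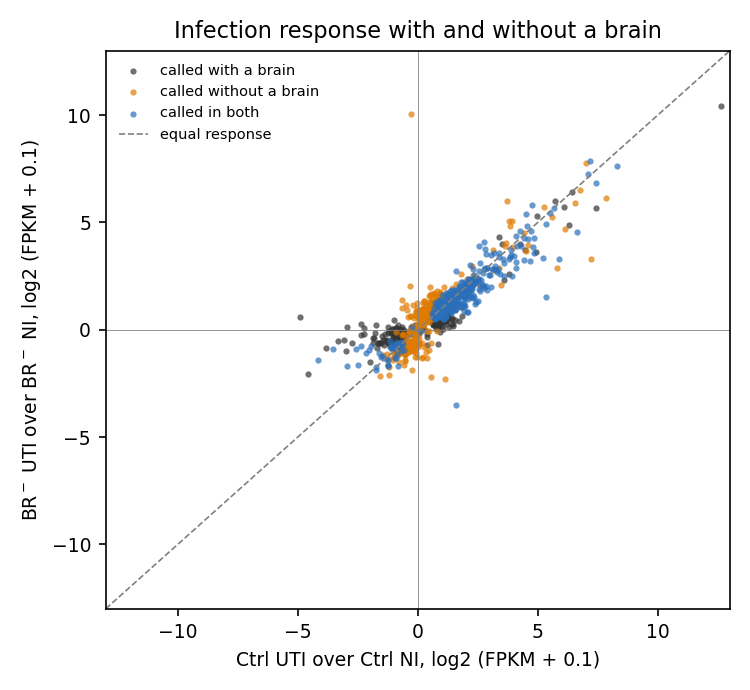
Log2 fold change after infection of the 898 genes called in either comparison, Ctrl UTI over Ctrl NI on the x axis and BR- UTI over BR- NI on the y axis, both on the scale of log2(FPKM + 0.1). Dark points were called with a brain, orange points without one and blue points in both, and the dashed line marks an equal response.

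A gene called in one comparison and not in the other is not thereby shown to differ, so the difference of the responses was tested per transcript through the errors implied by the deposited P values. At an adjusted p under 0.05 in this approximate z-test, the responses of 13 genes differed. Of the 24290 transcripts tested, 954, of 931 genes, had an unadjusted p under 0.05. That share is below the 0.05 that would fall there if no response differed, so the 931 genes are not a set of differing responses. LOC108710811 had the smallest p, with 400.2 FPKM in Ctrl NI and 1217 in Ctrl UTI, but 371 in BR- NI and 32.2 in BR- UTI. The glucose transporter gene slc2a1.L went from 4.70 to 6.89 FPKM with a brain and from 11.5 to 7.13 without one, and nt5dc3.S from 3.79 to 5.81 and from 9.70 to 4.53. slc2a1.L and nt5dc3.S were chosen after their values were seen. On simulated data this test found 6 of 50 transcripts whose responses differed by a log2 of 2 and 19 of 50 at 4, so it misses most differences of that size. From the higher number of DEGs without a brain than with one (Fig. 5a), the paper concludes that the presence of the brain suppresses the transcriptional consequences of infection.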

In the absence of infection (comparing Ctrl NI vs. BR^–^ NI, blue labels in Fig. 5a), we found that 115 genes (and 37 unique) were responsive to brain removal per se. 

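Without infection, immediate early and stress genes were higher and embryonic globins lower in embryos without a brain than in Ctrl embryos. The paper describes Ctrl embryos as intact, and its methods describe no sham cut. Loss of the brain and the wound 3 h before freezing therefore cannot be told apart, here or among infected embryos. The transcription factor genes fos.L (LOC108698676), fos.S, junb, junb.L and nr4a1, which answer growth factors and injury within minutes, rose from 0.300 to 2.21 FPKM (log2 fold change 2.53), from 0.374 to 1.86 FPKM, from 1.45 to 4.38 FPKM, from 1.57 to 4.66 FPKM and from 2.92 to 9.21 FPKM. sgk1.L, a kinase induced by glucocorticoids and cell stress, rose from 15.2 to 60.5 FPKM (1.99), igfbp1.S, which binds insulin-like growth factors, from 5.59 to 17.3 FPKM, and the death receptor gene tnfrsf10b.L from 1.75 to 5.02 FPKM. raig3 rose from 0.760 to 3.02 FPKM. The globins hba3.L, hbe1.L and hba2.L fell from 91.6 to 45.6 FPKM (-1.01), from 26.7 to 13.0 FPKM and from 15.7 to 6.30 FPKM, the heart myosin gene myh6.S from 5.03 to 2.46 FPKM, akr1c8p.S from 3.92 to 0.893 FPKM and transferrin tf.S from 12.4 to 6.95 FPKM.

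Of 39 measured immediate early and stress genes, 8 rose and 0 fell (14 up and 1 down when adjusted over the list alone, adjusted p = 3.54e-09 from Fisher's exact test), with a median log2 fold change of 0.44 where random lists gave -0.14 to 0.01. Of 15 erythroid genes, 4 fell and 0 rose, the same numbers as when adjusted over the list alone (adjusted p = 3.08e-05 from Fisher's exact test). Of 17 macrophage and neutrophil genes, 1 rose, cebpd.S from 2.65 to 5.25 FPKM, and of 21 acute phase genes, 1 fell (1 up, and 1 up and 2 down, when adjusted over each list alone). Of 33 apoptosis genes, 1 rose, tnfrsf10b.L, also when adjusted over the list alone. Cuffdiff called 0 of 30 NF-kB and TNF receptor genes (0 with unadjusted P under 0.05), 0 of 4 cytokines (1), 0 of 14 interferon response genes (2), 0 of 14 complement genes (2), 0 of 5 pattern recognition genes (0) and 0 of 3 lymphoid genes (0). Adjusted over each list alone, 1 complement gene was lower and the other five lists had no call. fos.S and nr4a1 were chosen after their values were seen.

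The authors' deposited table gives 74 gene names up and 41 down, and 1329 with unadjusted P under 0.05. Of its 27982 transcripts 1382 had unadjusted P under 0.05, a share no higher than the 0.05 that would fall there without any change. At Q under 0.01 the count in the authors' deposited table is 0, because the smallest P that Cuffdiff gives has a higher Q there. Of 79 called transcripts with an absolute log2 fold change of at least 1, 17 belong to genes whose summed FPKM moved by less than 0.5 on the log2 scale. Among them are rnf40-b, tbc1d12.L and tyk2.L, which fell in 1 transcript each, and add3.L, in which 1 transcript rose from 2.04 to 16.5 FPKM while the gene's sum was 22.9 and 23.3. KEGG pathways with more changed genes than chance were adipocytokine signaling, 7 of 97 genes with 0.566 expected (adjusted p = 1.23e-04 from a one-sided Fisher's exact test), FoxO signaling, 8 of 207, apoptosis and insulin signaling. In infected embryos, which share no library with these, 19 of the 73 rises and 9 of the 40 falls were called again in the same direction after brain removal, where 0.517 and 0.158 would be by chance (p = 4.34e-25 and p = 3.44e-14 from Fisher's exact test).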

To characterize the transcriptional response specifically due to brain removal, and not to the removal of any organ in general, we compared the dataset of DEGs after brain removal from our study with the DEGs obtained after tail removal that were identified in two prior studies, in *Xenopus*^53^ and lizard.^54^ The tail is large appendage including a massive CNS component (spinal cord) and triggers a robust regenerative response, allowing us to identify and exclude from our analysis genes that are not specific to the removal of brain. After subtracting the common transcripts between brain and tail removal, we found that, from the initial 115 genes, 91 were unique to our dataset for brain removal and 24 were common with tail amputation (for the complete list of genes, see Supplementary Data 1, Brain Removal vs. Tail Removal). These data indicate that about 75% of the transcripts detected in our study after brain removal are unique to this intervention. 

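Among infected embryos, the macrophage and neutrophil genes that passed the test were higher without a brain, as were 3 genes of the liver, gut and pancreas list. The peroxidase genes mpo.L and epx.L were higher in BR- UTI than in Ctrl UTI, at 15.1 against 7.96 FPKM (log2 fold change 0.91) and 11.4 against 7.08 (0.68). The matrix protease genes mmp7.L and mmp9.L, expressed by macrophages and neutrophils, stood at 9.10 against 4.85 and 10.4 against 6.25. Transferrin tf.L rose from 48.0 to 107 FPKM, the apolipoprotein gene apoa1.S from 23.9 to 49.4 FPKM, the retinol carrier gene rbp4 from 46.8 to 79.8 FPKM and serpina1.S from 16.5 to 25.9 FPKM. The globin gene hbe1.L was higher, 8.69 against 2.55 FPKM, as were krt15.L, a keratin of the skin, and hist1h4a.L, 10.5 against 2.04. Lower without a brain were rbm12.L, from 5.49 to 1.62 FPKM, tmem14a.S, from 4.23 to 1.30 FPKM, the NF-kB regulator tank.L, from 20.2 to 13.1 FPKM (-0.63), and the lysosomal reductase gene ifi30.S (LOC108706883), from 3.36 to 1.64 FPKM.

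All 4 macrophage and neutrophil genes called among 21 measured were higher without a brain (4 when adjusted over the list alone, adjusted p = 0.00154 from Fisher's exact test), and the list's median log2 fold change was 0.30 where random lists gave -0.14 to 0.13. Of 17 genes of liver, gut and pancreas, 3 were higher and 0 lower (6 and 2 when adjusted over the list alone, adjusted p = 0.0101 from Fisher's exact test), and the list's median of -0.05 lay within the -0.09 to 0.15 of random lists. The acute phase list had 2 members up among 21 (5 up and 1 down when adjusted over the list alone), the complement list 1 of 16 (1 when adjusted over the list alone), and the interferon response list 1 of 17 down (2 when adjusted over the list alone). No cytokine was called by Cuffdiff among 15 measured (2 with unadjusted P under 0.05), no pattern recognition gene among 6 (3), no apoptosis gene among 34 (2) and no lymphoid gene among 4 (0). Adjusted over each list alone, 3 pattern recognition genes and 1 apoptosis gene were higher. The cytokine median of -0.24 lay below its random range, -0.13 to 0.15, and the pattern recognition median of 0.35 above its own, -0.24 to 0.23. mpo.L, mmp9.L, rbp4 and serpina1.S were chosen after their values were seen.

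Across gene names, 136 were higher without a brain, 82 lower and 1 had transcripts going both ways in the authors' deposited table, 219 in all, and 2003 had unadjusted P under 0.05. Counting L and S copies of a symbol once gives 218. No KEGG pathway of 77 passed the test, 5 had an unadjusted p under 0.05 in a one-sided Fisher's exact test, and the lowest was the peroxisome with 5 of 93 genes (adjusted p = 0.313). Of 113 called transcripts with an absolute log2 fold change of at least 1, 29 lay in genes whose summed FPKM moved by less than 0.5, among them epha4.S, tnpo3.S and usp1-b, which fell in 1 transcript each. The Ctrl UTI libraries behind these values also enter the comparison of infected with uninfected Ctrl embryos, so a value that is high or low in them by chance enters both.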

The last comparison, Ctrl UTI vs. BR^–^ UTI (green labels in Fig. 5a) revealed that the response to infection in the absence of brain affects the transcription of 218 (117 unique) genes.

Next, we extracted the specific genes with both the highest response (up- or downregulation) and unique (exclusively expressed) within each comparison (see Supplementary Data 1 for the complete list of genes; Supplementary Tables S2–S8 and Supplementary Note 2 for *Summary of the top differentially expressed genes*), concluding that most of the genes implicated in the bidirectional communication brain-infection belong to TNFR-I signaling pathway and encoding of ligands and receptors specific of immune/myeloid cells. 

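Genes of NF-kB and TNF receptor signaling rose together after infection, with and without a brain. In Ctrl embryos 17 of 40 measured members rose and 0 fell (23 rose when adjusted over the list alone, adjusted p = 4.83e-15 from Fisher's exact test), and in BR- embryos 18 of 40 rose and 0 fell (24 when adjusted over the list alone, adjusted p = 2.11e-14 from the same exact test). The median log2 fold change of the list was 0.94 with a brain and 0.70 without, where random lists gave -0.13 to 0.07 and -0.07 to 0.11. tnfaip3.S, which encodes A20, an inhibitor of NF-kB that is itself an NF-kB target, rose from 0.508 to 27.6 FPKM with a brain and from 0.484 to 25.0 FPKM without. The inhibitor gene nfkbia.L rose from 9.29 to 50.7 FPKM and from 10.6 to 50.8 FPKM, the ubiquitin ligase gene birc2.L from 8.68 to 21.4 FPKM and from 8.90 to 20.4 FPKM, and traf6.S, an adaptor of Toll-like and interleukin receptors, from 2.41 to 11.3 FPKM and from 2.65 to 9.36 FPKM.

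Between infected embryos with and without a brain, 1 of 40 members, bag4.L, was higher without a brain and 1, tank.L, lower (the same numbers when adjusted over the list alone). The list's median there was -0.05, within the -0.09 to 0.09 of random lists. tank.L itself rose after infection in both kinds of embryo, from 2.09 to 20.6 FPKM with a brain and from 1.85 to 13.2 FPKM without. ripk2.L (LOC108719325), a kinase downstream of NOD receptors, passed the threshold only in the table for Ctrl embryos, and nfkb1.S (LOC108706736), matched by its RefSeq symbol, only in that for BR- embryos, and neither passed the test of the difference of responses. nfkbia.L, birc2.L, traf6.S, ripk2.L and nfkb1.S were chosen after their values were seen. RIG-I-like receptor signaling was enriched in both infection comparisons, with 15 of 77 genes changed with a brain and 20 of 78 without (adjusted p = 3.26e-08 and 8.67e-11 from a one-sided Fisher's exact test), as was Toll-like receptor signaling with 17 of 98 and 22 of 104.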

Next, we grouped the differentially enriched elements according to their “large-scale functions” to reveal the types of processes mainly regulated within each brain-infection condition. The more predominant gene networks were related to blood, bone, ion transport or transmembrane potential (bioelectric signaling),^55,56^ apoptosis, development and regeneration, neural, immune response and bacteria (Supplementary Fig. S4a–d). 

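Grouped by the GO terms in the deposited tables, genes of immunity and bacteria and genes of blood were over-represented among the genes changed by infection. With a brain, 33 of 535 changed genes matched the immune and bacterial terms, where 1.32% of all genes tested did (adjusted p = 1.67e-12 from Fisher's exact test), and without a brain 44 of 719 did (adjusted p = 3.63e-16 from the same Fisher's exact test). Blood terms matched 33 of 535 and 24 of 719 changed genes, or 6.17% (exact 95% interval 4.28 to 8.55) and 3.34% (2.15 to 4.93), against 1.23% and 1.19% of genes tested. Apoptosis terms matched 19 of 535 with a brain and 17 of 719 without (adjusted p = 2.32e-04 and 0.0466 from Fisher's exact test). After brain removal, blood terms were over-represented both without infection, 7 of 115 genes, and with it, 10 of 219 (adjusted p = 0.00194 and 0.00148 from Fisher's exact test), and immune terms with infection, at an adjusted p of 0.00255 from the same Fisher's exact test. Shares for neural, bone, ion transport and development terms did not pass the test in any of the 4 comparisons. The terms of the 7 categories were searched as keywords fixed before the data were examined, so that 1 gene can fall under several, and searching the KEGG pathway names as well raises the immune share to 14.0% with a brain and 13.5% without. It also moves the genes changed by brain removal without infection, from 1 to 15 of 115 for immune terms (13.0%, adjusted p = 2.12e-06 from Fisher's exact test) and from 4 to 13 for apoptosis (adjusted p = 4.36e-05 from Fisher's exact test), where the GO terms alone gave no call for either.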

The bioelectric-related genes (ion transport) occupied 3% of the total DEGs in control embryos under infection (Supplementary Fig. S4a), while this percentage was clearly lower in the rest of groups (around 1%), consistent with the known role of bioelectric signaling in the innate immune response.^9^ 

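Genes of ion transport and membrane potential made up a few percent of the changed genes in each of the 4 comparisons. They were 13 of 535 genes changed by infection with a brain, or 2.43% (exact 95% interval 1.30 to 4.12), and 20 of 719 without a brain, or 2.78% (1.71 to 4.26). After brain removal they were 2.61% without infection (3 of 115 genes, 0.541 to 7.43) and 2.28% with it (5 of 219, 0.745 to 5.25). Each interval holds the shares of the other three comparisons, and none of the shares stood apart from that of all genes tested, 2.42% in the first table (lowest p = 0.540 from Fisher's exact test). Of the members of the membrane potential network in Supplementary Data 2, 3 of 47 measured rose after infection with a brain and 3 of 47 without, and 0 and 0 fell. With a brain these included sgk1.L, a regulator of sodium channels, from 15.0 to 33.9 FPKM, named after its values were seen. The study chose this network on these samples, so neither its direction nor its number of calls is independent evidence.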

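In uninfected embryos, markers of brain regions and neurons passed the test in neither direction after brain removal. Of 11 measured forebrain and midbrain markers, 0 were called by Cuffdiff and 1 had unadjusted P under 0.05. The same held for 18 hindbrain markers (0 under 0.05), 35 markers of the spinal cord and posterior axis (0), 47 neuronal genes (1), 31 neural progenitor genes (2), 29 genes of glia and neural crest (2) and 8 eye and lens genes (0), each with 0 called. Adjusted over the list alone, 1 gene of glia and neural crest was lower and none of the other six lists had a call. Median log2 fold changes were 0.13 for forebrain and midbrain, -0.11 for hindbrain, 0.10 for spinal cord, -0.07 for neurons and -0.21 for neural progenitors, whose random lists gave -0.15 to 0.03. The other lists' medians lay within their random ranges, except that of the spinal cord list, whose random lists gave -0.16 to 0.05. Over all listed members, including those under 1 FPKM, the median FPKM of forebrain and midbrain markers was 1.31 in Ctrl NI and 1.39 in BR- NI, and that of hindbrain markers 2.20 and 1.60. In infected embryos brain removal called 0 of 8 forebrain and midbrain, 0 of 18 hindbrain and 0 of 44 neuronal genes (0, 3 and 3 with unadjusted P under 0.05), and 1 neuronal gene was higher when adjusted over the list alone. The forebrain and midbrain median there, -0.09, lay within the -0.27 to 0.24 of random lists, that of the hindbrain list, -0.30, below their -0.17 to 0.15, and that of neurons, 0.12, above their -0.10 to 0.08.

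By GO terms, 0 of 115 changed genes matched neural functions, which with an exact 95% interval allows a share of up to 3.16%, where 1.77% of the genes tested matched. Bone terms matched 4 of 115, or 3.48% (0.956 to 8.67), where 1.93% of the genes tested did. Neither share stood apart from that of the genes tested (p = 0.275 and p = 0.289 from Fisher's exact test).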

The removal of the brain (in absence of infection) did not induce any changes in the transcription of genes related to bone (0%), with the neural-related functions the most affected (10% of the total of the transcriptome for Ctrl NI vs. BR^–^ NI; Supplementary Fig. S4c). 

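Genes matching immune and bacterial GO terms made up 4.57% of the genes that differed between infected embryos with and without a brain (exact 95% interval 2.21 to 8.24) and 6.17% of those changed by infection with a brain (4.28 to 8.55), a change of -1.60 percentage points. Neural genes went from 2.24% (12 genes) to 1.83% (4 genes), a change of -0.417 points. Bone genes went from 1.31% (7 genes) to 1.83% (4 genes), a change of 0.518, and genes of development and regeneration from 2.62% (14 genes) to 1.37% (3 genes), a change of -1.25. In each of the 4 categories the exact intervals of both shares overlap. Both comparisons hold the Ctrl UTI libraries, so their gene sets are not independent and the changes were not tested. With KEGG pathway names searched as well, the immune change becomes -7.17 points.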

How the absence of a brain affects the response to infection (Ctrl UTI vs. BR^–^ UTI; Supplementary Fig. S4d) was reflected by considerable changes (respect to Ctrl NI vs. Ctrl UTI) in the percentages of immune-related transcripts (−8%), neural-related (+6%), bone (−4%), and developmental and regeneration-related (+2%) functions.

To reveal the gene regulatory networks (GRN) and motifs and features that were statistically overrepresented, we performed SNEA (Fig. 5c–f, Supplementary Figs S4 and S5, and Supplementary Data 1 and 2 for the complete list of pathways). In animals developed with a brain, 80 pathways were controlled by the infection (66 of them were unique to Ctrl NI vs. Ctrl UTI; black labels in Fig. 5b). Conversely, in animals developed without a brain (RNA isolation took place after brain removal), infection induced the differential regulation of 151 pathways (116 were unique to BR^–^ NI vs. BR^–^ UTI; orange labels in Fig. 5b), suggesting that about 70% of the response to infection depends on the presence of brain.

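Few markers of neural cells passed the test after infection. The calls were all in brainless embryos, which by itself does not show a response particular to them. fabp7.L, a fatty acid binding protein of radial glia, rose from 24.5 to 43.2 FPKM in BR- embryos, the only one of 30 measured neural progenitor genes called (also when adjusted over the list alone). Among 29 genes of glia and neural crest, 2 rose there (4 when adjusted over the list alone), ets1.L from 7.02 to 11.9 FPKM and the glutamine synthetase gene glul from 7.81 to 14.8 FPKM, and the pigment gene pmel.S rose from 6.86 to 10.8 FPKM among 9 eye and lens genes (also when adjusted over the list alone). In Ctrl embryos Cuffdiff called 0 of 32 neural progenitor, 0 of 29 glial and neural crest and 0 of 8 eye and lens genes (1, 2 and 1 with unadjusted P under 0.05). None of the lists of 47 and 43 neuronal genes measured with and without a brain (4 and 1 under 0.05), 18 and 16 hindbrain (1 and 1), 10 and 9 forebrain and midbrain (1 and 0) or 33 and 35 spinal cord genes (2 and 3) had a call in either comparison. The neuronal median of -0.19 in Ctrl embryos lay below the -0.12 to 0.08 of random lists, as did in BR- embryos those of the spinal cord, -0.17 against -0.09 to 0.14, and hindbrain lists, -0.17 against -0.13 to 0.20. The glial and neural crest median in Ctrl embryos, 0.0722, lay just above its range, which ends at 0.0626, and within it with the deposited log2 fold change of the transcript with the smallest P. The other medians of these lists lay within their ranges. No gene of these lists passed the test of the difference of responses.

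The members of the neural networks are listed in Supplementary Data 2. Of the genes in the networks drawn for infection with a brain (Fig. 5c), 9 of 192 measured rose and 1 fell after infection in Ctrl embryos (13 and 2 when adjusted over the list alone, adjusted p = 0.0932 from Fisher's exact test). In BR- embryos 13 of 189 of the same list rose and 4 fell (19 and 6 when adjusted over the list alone, adjusted p = 8.79e-04 from Fisher's exact test). The prolactin receptor gene prlr.S rose in both, from 1.07 to 8.57 FPKM and from 0.912 to 7.28 FPKM. Of the genes in the networks drawn for infection without a brain (Fig. 5d), 30 of 526 rose and 9 fell in BR- embryos (39 and 14 when adjusted over the list alone), with 19.5 calls expected by chance (adjusted p = 8.81e-05 from Fisher's exact test). In Ctrl embryos 21 of 528 rose and 3 fell (25 and 4 when adjusted over the list alone), with 14.9 expected (adjusted p = 0.0331 from Fisher's exact test). Members of the latter list that changed include genes of general infection and growth signaling, such as sdc4.L, from 32.1 to 97.9 FPKM in BR- embryos, the glucocorticoid receptor gene nr3c1.S, from 1.41 to 4.66 FPKM, and sfrp1.L, a Wnt inhibitor, from 6.20 to 2.15 FPKM. glul, prlr.S, sdc4.L, nr3c1.S and sfrp1.L were chosen after their values were seen. The study chose these networks by enrichment in these samples, so neither their direction nor their excess of calls over chance is independent evidence. The difference between both kinds of embryo was not tested per network.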

In grouping the neural-related pathways, we determined that three elements were shared by Ctrl UTI and BR^–^ UTI (innervation, neurogenesis and brain microcirculation), five sub-networks were included exclusively in infected embryos with brain (Ctrl UTI: adrenergic transmission, CNS function, glia proliferation, brain blood flow and cerebrovascular circulation; Fig. 5c) and eleven were unique to infected embryos without brain (BR^–^ UTI: dopaminergic system, glial cell reaction, glial cell response, hindbrain development, hippocampus plasticity, nerve discharge, neural tube closure, neural tube patterning, neuron development, neuron differentiation, and peripheral-nerve function; Fig. 5d). Intriguingly, in the latter category, networks related to bacteria were upregulated by 20%, overall as a group (Supplementary Fig. S4e). 

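In infected BR- embryos the genes of the bacteria networks in Supplementary Data 2 shifted upward by a few percent, with a minority of large rises, and in Ctrl embryos they also lay above random lists. Of 140 measured genes, 21 rose and 3 fell (29 and 7 when adjusted over the list alone), where 5.19 calls would fall by chance (adjusted p = 7.46e-10 from Fisher's exact test). Among the rises were the serine protease genes htra1.S, from 0.271 to 1.79 FPKM, and htra1.L (LOC108696094), from 0.194 to 1.62 FPKM, the autophagy receptor gene sqstm1.L, from 8.70 to 32.1 FPKM, and rcan1.L, a calcineurin regulator, from 22.5 to 57.1 FPKM. ptafr.L, the receptor for platelet-activating factor, rose from 11.2 to 26.2 FPKM, and the caveolin genes cav1.L and cav1.S fell from 14.2 to 9.45 FPKM and from 23.7 to 13.7 FPKM. These members were chosen after their values were seen. The median log2 fold change was 0.07, or 5.30% (bootstrap SE over genes 2.75), where random lists gave -0.02 to 0.05 on the log2 scale.

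With a brain, 13 of 135 genes of the same list rose and 6 fell (adjusted p = 2.05e-08 from Fisher's exact test), with a median of 0.00913, above the -0.11 to -0.02 of random lists. That median turns to -0.0144 with the deposited log2 fold change of each gene's transcript with the smallest P. ptafr.L rose from 3.93 to 20.9 FPKM, sqstm1.L from 6.50 to 24.4 FPKM and the arginase gene arg1.L from 10.4 to 22.3 FPKM, while a2ml1.L, a protease inhibitor, fell from 66.1 to 40.0 FPKM. Between infected embryos, 7 of 139 were higher without a brain and 2 lower, where 1.68 calls would fall by chance (adjusted p = 1.48e-04 from Fisher's exact test), and the median was 0.0563, within the -0.0239 to 0.0603 of random lists. Because the study chose the list by enrichment in these samples, neither its direction nor its excess of calls over chance is independent evidence.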

The only common pathways regulated in both response to brain removal and tail removal were microtubule- and cell division-related (cell cycle regulation, cell fate, chromatin remodeling, chromosome movement, epithelium development, microtubule bundling, microtubule cytoskeleton organization, microtubule sliding, and microtubule/kinetochore interaction). Some of the unique pathways differentially regulated after brain removal only, include apoptosis of neutrophils, apoptotic chromosome condensation, DNA annealing, DNA damage excision, DNA damage recognition, DNA end joining repair, DNA strand breakage, neurogenesis, neuron development, and neuron differentiation. The sub-network related to innate immune response was one of the most affected by the presence/absence of brain. Specifically, the innate immunity for brainless embryos with infection exhibited an upregulation of up to 11% (median change in the network of 1.11-fold; Fig. 5e). Some of these unique immune-pathways regulated in absence of brain were complement activation (classical pathway, Fig. 5f), immune complex clearance and activation, macrophage-focused (adhesion, apoptosis, fusion) and neutrophil-focused (activation, chemotaxis, extravasation and recruitment; all genes within a differentially expressed pathway are provided in Supplementary Data 2).

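The members of the innate immune network drawn for infected BR- embryos (Fig. 5e) are listed in Supplementary Data 2. Most of them lay close to no change, and those that passed the test nearly all rose. Of 609 measured genes, 71 rose and 5 fell (89 and 12 when adjusted over the list alone), where 22.6 calls would fall by chance (adjusted p = 5.88e-20 from Fisher's exact test). The rises included the NF-kB subunit gene nfkb1.L, from 0.622 to 2.42 FPKM, the cathepsin genes ctss.L and ctss.S of antigen processing, from 0.210 to 1.14 FPKM and from 1.71 to 4.48 FPKM, the coagulation factor gene f7.S, from 0.855 to 6.63 FPKM, and the mRNA decay factor gene zfp36.L, from 3.15 to 6.97 FPKM. prtn3.S (LOC495841), a neutrophil protease, and slc7a2.1.L, a cationic amino acid transporter, fell from 6.94 to 2.11 FPKM and from 10.9 to 6.90 FPKM. These members were chosen after their values were seen.

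The median log2 fold change of the network was 0.09, or 6.08% and 1.06-fold (bootstrap SE over genes 1.11%), where the medians of random lists reached 0.03 at the upper end of their 95% range. Over the 493 members for which the paper's Supplementary Data 2 lists a value, the paper's median is 1.11-fold. After infection with a brain, 50 of 601 genes of the list rose and 9 fell (69 and 17 when adjusted over the list alone, adjusted p = 2.02e-16 from Fisher's exact test), and the median was 0.00 where random lists gave -0.08 to -0.04. That median is -0.01 when each gene is given the deposited log2 fold change of its transcript with the smallest P. Comparing infected embryos, 16 of 609 genes were higher without a brain and 8 lower, with 7.37 calls expected (adjusted p = 1.72e-06 from Fisher's exact test, median 0.04, random lists -0.01 to 0.03). Comparing uninfected embryos, 8 of 579 were higher and 2 lower (adjusted p = 0.00969 from Fisher's exact test), with a median of -0.0431 where the range of random lists ends at -0.0437. The study chose this network by enrichment in these samples, so neither its direction nor its excess of calls over chance is independent evidence.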

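Complement genes tended to rise after infection in both kinds of embryo. More of them passed the threshold without a brain, among them genes of the terminal attack complex. In BR- embryos 7 of 16 measured complement genes rose and 0 fell (10 and 0 when adjusted over the list alone, adjusted p = 5.75e-06 from Fisher's exact test), and in Ctrl embryos 2 of 14 rose and 0 fell (7 and 2 when adjusted over the list alone, adjusted p = 0.139 from the same exact test). c3.L, the central component, rose from 226 to 702 FPKM with a brain and from 247 to 754 FPKM without. Factor B of the alternative pathway rose in both, cfb.S from 0.228 to 1.52 FPKM and from 0.205 to 2.08 FPKM, and cfb.L (LOC397725, matched by its RefSeq symbol) from 9.72 to 49.7 FPKM and from 9.27 to 54.3 FPKM. cfb.S has a mean under 1 FPKM in Ctrl embryos and so is counted among the measured members in BR- embryos only, and the 2 counted in Ctrl embryos are c3.L and cfh.L. Passing the threshold in BR- and not in Ctrl embryos were c9.L, from 104 to 193 FPKM, c7.S, from 6.86 to 12.1 FPKM, c8a.L, from 11.3 to 17.6 FPKM, c8b.L (LOC108714245), from 12.2 to 18.0 FPKM, and c2.L, from 0.474 to 1.76 FPKM, while the inhibitor gene cfh.L did so in Ctrl and not in BR- embryos, from 61.0 to 94.2 FPKM. These are differences of calls and not of the size of the response, and no complement gene passed the test of the difference of responses. Apart from cfb.S, these genes were chosen after their values were seen. c9.L was higher in infected embryos without a brain than with one, 191 against 124 FPKM. The medians of the list were 0.42 with a brain and 0.49 without, both above random lists, whose ranges end at 0.04 and 0.12.

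Of the genes in the classical complement network (Fig. 5f), 8 of 50 measured rose and 0 fell in BR- embryos (9 and 0 when adjusted over the list alone, adjusted p = 6.92e-04 from Fisher's exact test), and 4 of 48 rose and 1 fell in Ctrl embryos (adjusted p = 0.0198 from the same exact test). The network medians were 0.16 and -0.05. The list was chosen by the study by enrichment in these samples, so neither its direction nor its excess of calls is independent evidence. Between infected embryos 2 of 51 were higher without a brain and 0 lower (adjusted p = 0.228 from Fisher's exact test).

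Of 21 macrophage and neutrophil markers, 4 rose and 2 fell in BR- embryos (7 and 5 when adjusted over the list alone, adjusted p = 3.53e-04 from Fisher's exact test). cebpd.S rose from 5.17 to 29.9 FPKM and spib.L, a marker of early myeloid cells, from 1.94 to 10.4 FPKM, and epx.L fell from 16.7 to 11.6 FPKM. The adhesion list of endothelium and leukocytes had 2 rises of 21 with a brain and 3 of 21 without, the same numbers as when adjusted over the list alone, led in both by the tight junction gene cldn5.L, from 1.18 to 4.74 FPKM and from 1.13 to 5.21 FPKM. Between infected embryos 0 of 22 adhesion genes were called by Cuffdiff (1 with unadjusted P under 0.05).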

Thus, our analysis revealed profound changes in the transcriptional networks responsive to infection induced by absence of brain, suggesting a key role of the early brain in producing a robust innate immune response in response to systemic infection and implicating a variety of factors related to immune and neural pathways such as migration or dopaminergic transmission.

### Dopamine is implied in the protective effects of the brain

Considering the molecular candidates and pathways revealed by RNA-seq, we next targeted one of the regulatory networks exclusively affected after infection in the absence of the brain. 

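Genes of dopamine and catecholamine signaling that passed the test after infection fell. MGC115198 fell from 47.2 to 24.1 FPKM in BR- embryos and from 41.8 to 25.5 FPKM in Ctrl embryos, log2 fold changes of -0.97 and -0.71. pitx3.S, a transcription factor of midbrain dopaminergic neurons that is also expressed in the lens, fell from 1.88 to 0.668 FPKM in BR- embryos (-1.37). In all, 2 of 13 measured members fell and 0 rose without a brain (3 fell when adjusted over the list alone), and 1 of 13 fell and 0 rose with one (2 fell when adjusted over the list alone). These counts did not stand apart from those of all measured genes (adjusted p = 0.182 and 0.50 from Fisher's exact test). The list's median log2 fold change was -0.151 without a brain, just below the -0.145 to 0.197 of random lists (but -0.11 and within them when members are matched by gene name only), and -0.31 with one, where they gave -0.22 to 0.17. Brain removal called 0 of 15 members without infection and 0 of 11 with it by Cuffdiff (0 and 1 with unadjusted P under 0.05, and 1 higher in infected embryos when adjusted over the list alone). Dopamine receptor genes are not analysed here.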

From the 11 neural pathways unique to BR^–^ UTI, we decide to validate the possible role of the dopaminergic signaling in mediating the increased susceptibility to infection, as it has been also implicated in macrophage migration.^57^

First, we functionally tested whether the DA levels were quantitatively different between Ctrl^−^ and BR^–^ infected embryos. Embryos were analyzed by LC–MS/MS at early st. 35 (~20 h post-surgery, 44 h post infection), immediately before the peak of infection-induced death in BR^–^ animals and the significant differences both in survival rate and apoptosis are reached respect to Ctrl embryos (Fig. 2a, b). DA turnover rates were significantly different between Ctrl (35.56 ± 10.49 pg/uL) and BR^–^ (14.90 ± 0.99 pg/μL) embryos (*r* = 3, *n* = 30; unpaired *t*-test *P* = 0.0274; Fig. 6a, Supplementary Fig. S6), confirming that the DA concentration in the tail region of the embryo after infection is differentially affected in the presence vs. absence of the brain.

**Fig. 6:**
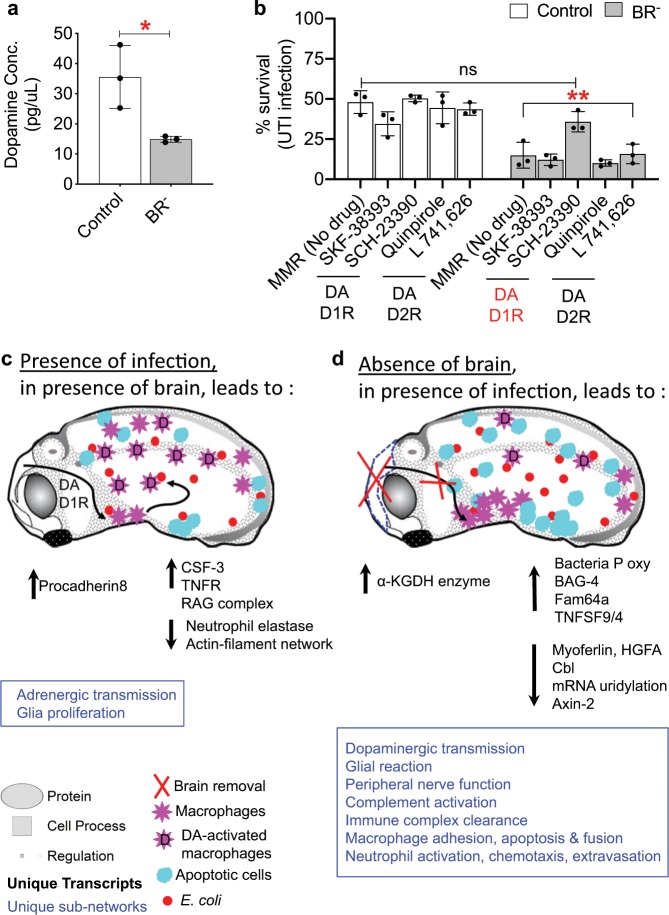
Functional assays demonstrate a role for dopamine signaling in the protective effects of the brain on immune response. **a** Dopamine concentration (in pg/μL) in infected Control (Ctrl, white) and Brainless (BR^–^, gray) embryos at early stage 35, measured by liquid chromatography–mass spectrometry (LC–MS/MS). Unpaired *t*-test *P < 0.05. **b** Survival rates (in percentage) of Ctrl (white) and BR^–^ (gray) infected embryos after pharmacological treatment with drugs targeting the type-1 or type-2 family of dopamine (DA) receptors (D1R, D2R). Two-way ANOVA *P* < 0.01; *P* values after Bonferroni post hoc test are indicated as **P *<* 0.01, ns *P* > 0.05. **a**, **b** Data represent the mean and S.D. of three independent replicates of 30 embryos. Each replicate is shown by one dot. See also Supplementary Fig. S6. **c**, **d** Drawings represent the morphological and molecular events occurs in response to infection, in presence (**c**) or absence (**d**) of brain. Unique neural- and immune-related pathways are indicated in blue. Upregulation and downregulation of transcripts are indicated in black. *E. coli* is represented by red circles; apoptotic cells are represented by cyan circles; *mmp7*^+^ cells (early macrophages) are represented by pink stars; dopamine-activated macrophages are represented with a D on the pink star. Complete list of genes is presented in Supplementary Data 1. Green = down gene, Red = up gene. All measured genes found in a pathway are located in Supplementary Data 2.

Next, we performed pharmacological assays targeting the type-1 or type-2 family of dopamine (DA) receptors (D1R, D2R). We used specific agonists and antagonists of each dopamine receptor,^58^ such as the following: for D1R,^57,59^ SKF-38393^60^ (SKF) and SCH-23390^61^ (SCH) were used as an agonist and antagonist, respectively; for D2R, Quinpirole^57^ (Quin) and L-741,626^62^ (L741) were used as an agonist and antagonist, respectively. In order to understand whether we could mimic the BR^–^ phenotype (decreased survival rate) in Ctrl embryos and/or mimic the Ctrl phenotype (increased survival rate) in BR^–^ embryos, we exposed Ctrl and BR^–^ infected embryos to the dopaminergic drugs from st. 25 (immediately after brain removal) to st. 48, where we evaluated the survival rate after each treatment (*r* = 3, *n* = 30, *N* = 90 embryos per treatment; Fig. 6b). For Ctrl infected embryos, no significant differences in the survival rates were found after exposure to any of the drugs. For BR^–^ infected embryos, exposure to SCH (D1R antagonist) rescued embryos from the increased death (14.8 ± 8% with no drug) to a survival rate of 36 ± 6%, displaying significant differences respect to the values reached for the rest of no-drug/drug-treated BR^–^ embryos (two-way ANOVA *P* < 0.01; Bonferroni’s posttest for BR^–^: SCH vs. MMR *P* = 0.0049; SCH vs. SKF *P* = 0.0015; SCH vs. Quin *P* = 0.0006; SCH vs. L741 *P* = 0.0071) and no differences respect to no-drug Ctrl embryos (48 ± 7%, Bonferroni’s posttest *P* = 0.1878 for BR^–^ SCH vs. Ctrl. MMR). These results confirmed, using functional assays, that the dopaminergic regulatory network is affected in BR^–^ infected embryos, and that antagonism of the D1R signaling pathway can rescue the induced-infection death detected in absence of brain, mimicking the protective effects of the brain signals on the immune response to infection.

## Discussion

Immunology, developmental biology, neuroscience, and regenerative medicine are all converging in an emerging interdisciplinary field of profound significance for biomedicine as well as basic biology.^63^ While the brain–immune axis is now beginning to be characterized,^9,17,64^ many gaps exist in our understanding of the functional links between the brain, response to infection, and regenerative processes triggered by wound healing.^65^ This is especially true for the earliest developmental events that shape the future interactions of these subsystems during health and disease. Here, we exploited the highly tractable *Xenopus laevis* model to identify unrevealed aspects of the innate immune response that rely on the presence of brain, and we characterized the cell-level and transcriptional machinery that underlies the effects.

We challenged *Xenopus* embryos with UTI *E. coli* load of 4.5 × 10^3^ cfu/ml; this dose is up to five orders of magnitude smaller than some model organisms and human organs tolerate,^66–69^ providing a comfortable dynamic range within which to evaluate susceptibility and tolerance. Crucially, we show that the specific presence of the brain strongly impacts the ability of embryos to survive bacterial challenge (Fig. 1). The early brain is protecting the embryo by inducing cellular and physiological responses (decreasing the infection-induced damage and apoptosis; Fig. 2, and promoting macrophage migration; Figs 3 and 4) and molecular mechanisms (suppressing transcriptional consequences of the infection; Fig. 5) that help to overcome the bacterial threat. Pharmacological and functional assays revealed that absence of brain during infection leads to decreased levels of peripheral DA. Targeting the DA-D1R signaling pathway in brainless animals rescues them from infection-induced death (Fig. 6). These results suggest that brain-derived DA signaling is key in mediating the protective effects of the brain signals in response to infection.

The brain is not necessary for the early development and proliferation of primitive myeloid precursors (Supplementary Fig. S2). However, in response to infection, signals from the brain are required for proper macrophage migration (Fig. 3), revealing that brain-dependent signals regulate the behavior of immune cells. Without infection, at later stages with a more mature immune system, the absence of a brain leads to aberrant and ectopic distribution of macrophages and neutrophils (Fig. 4), which occurs in the context of an ectopic neural network which could be a factor guiding the abnormal distribution of immune cells (Fig. 4m–o). Importantly, removing the brain does not induce the migration of immune cells to the injury site (the head region), which clearly occurs with other parts removed from the body, such as tail amputation (Supplementary Fig. S3n).

The protective effects of the brain do not require spinal cord contiguity, an important fact for the design of immune-enhancing therapies. Survival rate of SC^–^ embryos after infection is similar to Ctrl (Fig. 1i), and mature immune cells in SC^–^ animals have similar numbers and general distribution as the control group (Supplementary Fig. S3a, b). Conversely, the peripheral-nerve phenotype in SC^–^ animals showed the same ectopic growth and sprouting of neural network than in BR^–^ animals (Supplementary Fig. S3o–q). Thus, unlike the peripheral-nerve distribution, immune cell behavior is not controlled via the spinal cord. Likewise, neural crest ablation did not recapitulate effects of brain removal (Supplementary Fig. S1e–g), consistent with the essential role of the brain per se.

Important information was provided by two additional groups: tailless (a control for general surgical damage), and the Simvastatin-treated group (Simv, a control for general tissue stress). Simvastatin causes severe myotoxic effects in humans and zebrafish embryos,^39,40^ leading to death from continuous exposure or above μM concentration, indicative of a strong drug-derived stress. In *Xenopus* embryos, Simv treatment led to severe aberrant muscle phenotypes, without altering the brain morphology (Supplementary Fig. S1h–j). Survival after infection (Fig. 1f) and the immune phenotype (Supplementary Fig. S3) of the Simv group are not significantly different than the Ctrl group, indicating that muscle alterations are not a primary cause of immune defects, and the combination of infection + strong stressor does not reduce survival. Thus, the absence of brain when a bacterial infection is present leads to dysfunctional macrophage behavior and high susceptibility to infection that is not recapitulated by even severe general stressors or tissue damage.

To more fully understand the link between brain and immunity, we assessed the bacterial load at 48 h after infection and the relation between survival and pathogen load, using a metric that combines these two variables in a single number: Host-Pathogen Response Index (HPRI; Fig. 1i). Comparing survival percentage across the control infected vs. brainless infected vs. brainless noninfected (Fig. 1f, g) under constant pathogen load confirmed brain-dependent susceptibility, which includes a tolerance component (Fig. 1h, i). In addition to the brain, it is likely that other components of the circuit could be discovered in the future. The cellular and morphological mechanisms behind the higher susceptibility in absence of the brain include increased apoptosis and inflammation induced by infection (Fig. 2), which promote an earlier peak of death and hamper the recovery from infection and normal development to st. 48.

Analysis of the embryos’ robust transcriptional response shed light on the pathways related to brain → body, bacteria → body, and bacteria → brainless body signaling. Infection when brain is present induces the differential expression of immune-related elements such as antigen recognition, leukocyte cell adhesion, lymphoid differentiation, T-cell proliferative response and tolerance, basophil activation, disease resistance, thrombocyte aggregation, and virus morphogenesis. Infection. Similarly, some of the more significantly upregulated genes, include genes encoding proteins (ligand-receptor) for immune cell functioning (Fig. 5, Supplementary Fig. S5), such as the gene encoding colony-stimulating factor 3 (CSF 3, a granulocyte growth factor necessary for the differentiation of bone marrow cells to granulocyte-lineage^70^), the gene encoding for receptor-interacting serine/threonine-protein kinase 3-like (RIP, a component of the Tumor Necrosis Factor-receptor I (TNF-R1) signaling complex,^71^ and RAG complex genes involved in maturation of the antibody repertoire of adaptive immunity. 

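The granulocyte growth factor gene csf3.L rose with infection in Ctrl embryos, the necroptosis kinase gene ripk3.S in BR- embryos, and the uninfected values of both were close to 0. csf3.L (LOC108700769) stood at 0.187 FPKM in Ctrl NI and 15.2 in Ctrl UTI, with Q = 0.0366 in the authors' deposited table, and at 0.109 and 13.4 in BR- embryos, with Q = 0.180 in the authors' deposited table. csf3.S (LOC108702485) was not called in either, at 0.119 and 7.18 FPKM with a brain and 0.0296 and 6.98 without. ripk3.S stood at 0.0985 and 18.3 with a brain (Q = 0.267 in the authors' deposited table) and at 0.146 and 14.7 without one (Q = 0.0217 in the authors' deposited table). The log2 fold changes were 5.74 and 6.01 for csf3.L, and 6.54 and 5.91 for ripk3.S. Between infected embryos with and without a brain neither was called. csf3.L had 15.0 FPKM in Ctrl UTI and 13.2 in BR- UTI, and ripk3.S 18.1 and 14.6 (Q = 0.713 in the authors' deposited table).

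rag2.S, of the pair of genes that recombine antigen receptor genes in lymphocytes, rose from 0.593 to 7.12 FPKM with a brain and was the 1 of 4 measured lymphoid genes called (also when adjusted over the list alone). In BR- embryos it stood at 0.155 and 5.01 FPKM, in other transcripts and without passing the test (Q = 0.670 in the authors' deposited table), and Cuffdiff called 0 of 3 lymphoid genes there (0 with unadjusted P under 0.05). rag1.L was not called in either comparison, at 0.00600 and 1.19 FPKM with a brain. For csf3, ripk3.S, rag1.L and rag2.S the P value of Cuffdiff rests on few reads in uninfected embryos, and neither csf3.L, csf3.S, ripk3.S nor rag1.L passed the test of the difference of responses. rag2.S was not tested for it, since different transcripts of it are listed with and without a brain.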

The differential regulation of the TNF-signaling pathway is consistent with recent mammalian data showing that innate immune response in mice to *Listeria monocytogenes* results in upregulation of TNF in cerebrovascular fluid.^2^

The deficient response to infection detected in brainless animals, with low survival rates and defects in immune cell location, was transcriptionally reflected, with an increased activity of the innate immune sub-network by ~11–12% (Fig. 5e) compared with animals with a brain. The ineffective upregulation of transcripts may indicate compensatory transcriptional responses in the body from other systems in the absence of a brain when challenged with a pathogen.^72^ RNA-seq revealed the most significant immune and neural pathways and transcripts affected by absence of brain such as complement activation, macrophage-focused (adhesion, apoptosis, fusion), neutrophil-focused (activation, chemotaxis, extravasation and recruitment), or overexpression of BAG-4 related genes (or TNF-R1 silencers) and cell adhesion proteins (VCAM-1). Networks functionally related to bacteria are inhibited by 20% and eleven neural pathways are uniquely affected after infection when brain is not present.

The dopaminergic transmission is one of the most affected regulatory networks in presence of infection when the brain is absent, and levels of peripheral DA are decreased in absence of brain. Macrophage migration is one of the targets for the protective role of the brain and an increasing number of recent studies relate dopamine and inflammation and immunity.^57,73,74^ Based on our cellular, molecular and pharmacological results, a possible mechanism explaining the protective effects of the brain in presence of bacteria is illustrated in the drawings-models of Fig. 6c, d. In presence of bacteria, the immune response of the embryo is initiated in the early brain (st. 25) and communicated to the periphery by modulating DA-signaling pathways in macrophages (trough D1R antagonism) during the first 48 h post infection (or before st. 35). The DA-activated macrophages migrate and act systemically decreasing apoptosis and infection-induced inflammation. As a consequence, embryo’s tolerance to infection is harnessed and by st. 40, induced-infection death is entirely stabilized. In absence of brain, low levels of peripheral DA cannot activate immune cells and promote them to initiate the migratory response. Consequently, in absence of a macrophage network, brainless embryos become more susceptible to the lethal effects of the bacterial infection, which induces high levels of inflammation and apoptotic events that lead to an earlier and massive peak of death by st. 35.

Brainless animals showed an aberrant overexpression of central- (nigrostriatal dopamine) and peripheral- (peripheral-nerve function) neural networks (Fig. 5d), as well as bacteria-related pathways (Fig. S4e), revealing responses of the host to microbial presence that could explain the differences in the HPRI and, consequently, the lower survival rates detected in brainless animals after infection. Specifically, the TNF-R1 pathway is significantly upregulated in intact embryos (developed with brain) in presence of infection, and it seems to be deregulated when brain is absent. 

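The ligand gene tnf rose with infection and its receptor gene tnfrsf1a.L did not pass the test. tnf.S (LOC108700235) rose from 0.475 to 2.20 FPKM with a brain and from 0.468 to 1.69 FPKM without, log2 fold changes of 2.00 and 1.66 (Q = 0.0142 and 0.0253 in the authors' deposited table). tnf.L is listed at 0 in Ctrl NI and rose to 1.30 FPKM in Ctrl UTI, and stood at 0.0445 and 0.764 in BR- embryos, where it was not called. tnfrsf1a.L (LOC108696066), the receptor TNF-R1, had 1.23 and 1.33 FPKM with a brain and 1.24 and 1.52 without, and passed the test in none of the 4 comparisons. Downstream of the receptor, the kinase gene ripk1.L rose from 2.23 to 4.37 FPKM with a brain and from 2.21 to 4.76 FPKM without, and tifa.S, an adaptor that binds TRAF proteins, from 5.26 to 20.0 FPKM and from 3.96 to 18.9 FPKM. cflar.S, which encodes the caspase inhibitor c-FLIP, passed the threshold with a brain and not without, from 0.765 to 3.05 FPKM. ripk1.L, tifa.S and cflar.S were chosen after their values were seen. Necroptosis genes were enriched among the changed genes in both, 20 of 184 with a brain and 26 of 191 without (adjusted p = 1.78e-06 and 7.66e-08 from a one-sided Fisher's exact test). No gene of the TNF receptor list passed the test of the difference between the responses with and without a brain, and tnf.L, listed at 0 in Ctrl NI, was not tested for it.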

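bag4.L (LOC108711653) was higher in 1 of its 2 transcripts in infected embryos without a brain. That transcript had 0.401 FPKM in Ctrl UTI and 2.79 in BR- UTI, a log2 fold change of 2.80 with Q = 0.00988 in the authors' deposited table. Summed over both transcripts, the gene had 2.41 and 2.79 FPKM, a log2 fold change of 0.20 on the scale of log2(FPKM + 0.1). After infection bag4.L was called neither with a brain, at 2.34 and 2.81 FPKM, nor without one, at 2.36 and 2.82. Reads of 40 nt can fall in both transcripts, and how they were divided was estimated by the authors' software.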

Brainless infected animals overexpress genes related to BAG-4 or silencer of death domains (SODD)—a widely expressed 60-kiloDalton protein that associate with the death domain of TNF-R1, silencing it when overexpression is detected.^75^ The accumulation of immune cells in niche in absence of brain (Fig. 3m, n) is also detected in transcriptome changes, with the significant upregulation of the vascular cell adhesion protein 1 (VCAM-1) that mediates the adhesion of immune cells. 

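vcam1.L, which encodes the adhesion molecule that holds leukocytes to endothelium, rose with infection in BR- embryos from 0.0633 to 2.43 FPKM, a log2 fold change of 3.95 (Q = 0.0290 in the authors' deposited table). In Ctrl embryos it stood at 0.0433 and 3.41 FPKM, a log2 fold change of 4.61 that did not pass the test (Q = 0.234 in the authors' deposited table). Between infected embryos it was not called, at 3.35 FPKM in Ctrl UTI and 2.40 in BR- UTI (Q = 0.375 in the authors' deposited table). The gene is listed as LOC108713547 and takes its name from RefSeq. Its uninfected values are near 0 in both kinds of embryo, and its responses with and without a brain did not pass the test of their difference.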

Cell cycle and chromatin-expression regulators, such as ubiquitination of proteins (mediated by tnip1 or cbl), methylation (via downregulation of euchromatic histone-lysine N-methyltransferase 1L that methylates the lysine-9 position of histone H3 and tags it for transcriptional repression) or uridylation of mRNAs appear significantly and exclusively regulated in brainless animals (with or without infection). 

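The A20-binding gene tnip1 rose with infection in both kinds of embryo, while ehmt1, cbl and the uridylyltransferase gene tut4 were called in comparisons of brainless with control embryos. tnip1.S rose from 4.57 to 21.0 FPKM with a brain and from 4.29 to 18.5 FPKM without, log2 fold changes of 2.17 and 2.08. The second gene named tnip1 rose from 0.247 to 18.2 FPKM in BR- embryos and stood at 0.371 and 17.8 in Ctrl embryos without passing the test. ehmt1.L (LOC108698163), a methyltransferase of lysine 9 of histone H3, fell in 1 transcript after brain removal without infection, from 5.08 to 0.861 FPKM (log2 fold change -2.56 and Q = 0.0163 in the authors' deposited table), with a summed FPKM of 7.36 and 6.66. The same transcript rose with infection in BR- embryos, from 0.851 to 4.26 FPKM (Q = 0.00619 in the authors' deposited table), with a sum of 6.57 and 6.52. cbl.L, a ubiquitin ligase, had transcripts going both ways between infected embryos, with a summed FPKM of 12.3 in Ctrl UTI and 12.2 in BR- UTI. tut4.L (LOC108714320), which adds uridines to RNA ends, was lower without a brain in infected embryos, from 1.72 to 0.413 FPKM (Q = 0.00988 in the authors' deposited table). Of the cell cycle list, 1 and 1 of 59 measured genes were higher and lower in infected embryos without a brain (the same numbers when adjusted over the list alone), and mki67.S, a proliferation marker, fell from 9.90 to 6.35 FPKM. Without infection, 0 of 60 were called by Cuffdiff (13 with unadjusted P under 0.05, and 3 lower when adjusted over the list alone). The list's medians after brain removal lay below their random ranges, at -0.26 against -0.12 to -0.0126 without infection and -0.13 against -0.0619 to 0.0679 with it. Among tnip1, tnip1.S, ehmt1.L and cbl.L, only the ehmt1.L transcript passed the test of the difference of infection responses, and tut4.L was not tested for it. The gene sum of ehmt1.L moved by 0.00 with a brain and -0.01 without.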

In infected animals, absence of brain induces the specific networks for ubiquitization of CSF-1R (macrophage receptor for growth and proliferation). This mechanism, along with high expression of adhesion proteins, could be the responsible for the attenuation in the macrophage proliferation detected in brainless animals.

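csf1r (LOC101243554), the receptor through which macrophages receive their growth signal, passed the test in none of the 4 comparisons. It stood at 0.499 FPKM in Ctrl NI and 0.956 in Ctrl UTI, and at 0.807 in BR- NI and 0.400 in BR- UTI, log2 fold changes of 0.82 and -0.86 with Q = 0.756 and 0.732 in the authors' deposited table. Different transcripts of it are listed in both infection comparisons, so these values and folds are not comparable between both kinds of embryo, and it was not tested for the difference of responses. Values under 1 FPKM rest on few reads. cbl.S, the second copy of the ubiquitin ligase gene, had 1.17 and 1.27 FPKM in BR- NI and BR- UTI and was not called.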

In conclusion, a unique vertebrate model that develops without a brain enabled morphological, transcriptional and functional evidence for brain-mediated modulation of the immune system reactivity. Specifically, we demonstrate that the absence of brain makes embryos more susceptible to pathogen, lowering tolerance^41,42^ and increasing apoptosis and inflammation. The influence of the endogenous brain seems to be mediated by control of cell localization, especially affecting macrophage migration to fight infection. RNA-seq revealed the most significant immune and neural pathways and transcripts affected by absence of brain. Overall, 70% of the response at the cellular network level is different based on the presence/absence of brain. Our functional assays reveal that DA signaling could be key in the bacteria–brain–immune crosstalk, suggesting that modulation of dopamine receptors could be an important strategy for mimicking the protective effects of brain signals on the immune response to infection in biomedical settings.

The brain is an active component of the innate immune response. Future work will focus on decoding the bioelectric and biochemical signals that mediate its effects on distant immune cells and identifying heretofore unrecognized cellular targets of these signals. More broadly, beyond the brain–body–bacteria axis, the understanding of the influence of the brain over cell- and molecular-level processes is an interesting frontier, with numerous potential applications across basic biology and medicine. A full understanding of brain effects on cellular behavior (complementing neuroscientists’ focus on whole animal behaviors) is likely to not only shed light on the evolution of neural and immune systems but also to facilitate the development of intervention strategies in biomedical settings. We speculate that combinations of appropriate bioelectrical and neurotransmitter signals can become a useful tool for addressing infectious and other disease states.

## Methods

### Animal husbandry

*Xenopus laevis* wild-type and transgenic embryos were fertilized in vitro according to standard protocols^76^ in 0.1X Marc’s Modified Ringer’s solution (MMR; 10 mM Na^+^, 0.2 mM K^+^, 10.5 mM Cl^–^, 0.2 mM Ca^2+^, pH 7.8). The transgenic *Xenopus*, expressing Green Fluorescent Protein (GFP) under the control of the *lurp1* gene promoter, *xlurp::GFP*, was obtained from the Marine Biological Laboratory (MBL, National Xenopus Resource RRID:SCR_013731).^77^ *Xenopus* embryos were housed at 18–21 °C and staged according to Nieuwkoop and Faber.^78^ All experimental procedures involving *Xenopus* embryos were approved by the Institutional Animal Care and Use Committees and Tufts University Department of Laboratory Animal Medicine under protocol M2017-53.

### Bacterial injections, survival and host-pathogen assays

All bacterial strains were generously provided by Dr. Matthew A. Mulvey (University of Utah, Salt Lake City, Utah, USA) and have been previously described.^79^ We utilized an uropathogenic *Escherichia coli* (*E. coli*) strain UTI89 to elicit a pathogenic response. Bacteria were grown at 37 °C in LB medium (MP Biomedicals, LLC) supplemented with 50 mg/mL ampicillin (Fisher). One milliliter of the UTI89 stock (1 × 10^9^ colony forming units per ml (cfu/ml)) overnight bacterial culture was pelleted and resuspended to a stock concentration of 1 × 10^10^ cfu/mL in phosphate-buffered saline before injections in embryos. Gastrula stage embryos were injected using borosilicate glass needles calibrated for a bubble pressure of 25–30 kDa and 150 ms pulses. All known variables were kept consistent across biological and technical replicates. To calculate the injected cfu, embryos from different biological replicates were harvested immediately after injection (*t* = 0 h) for subsequent lysis and plating. Later, embryos infected with *E. coli* UTI 89 (UTI condition) and not-infected (NI condition) were incubated at 21 °C (Fig. 1a for general diagram of experimental design). Surgeries were performed 18–24 h after infection (st. 25). Survival within each experimental group was evaluated at several stages until embryos reached st. 46–48, or 4–5 d after infection. Even though bacteria were grown and concentrated following a constant methodology, and embryos were collected and grown under the same conditions, variation in survival rates was observed between experiments. This is likely due to differences in bacterial growth in situ and in the genetic background of each individual from different egg clutches. For these reasons, every individual comparison within an experiment was conducted using eggs from a single fertilization and a single suspension of bacteria, and controls were used within each study. At least 120 embryos were used for every treatment being compared, and each assay was tested in triplicate. Three additional injection assays were performed in order to calculate the number of bacteria per embryo at 48 h after infection. Bacterial load was determined after lysis of live embryos (five independent embryos/experimental group; TissueLyser for 30 s at 30 Hz) and following standard protocols of microbial plating analysis. Timing selection was established following previous published work,^9^ which demonstrated that the lethal effect of UTI89 infection on *Xenopus* embryos can be evaluated at 72 h and the survival rates maintain constant after 5 d. The Host-Pathogen Response Index (HPRI = % survival/(1 + log10(CFU + 1)) was developed to compare embryo survival with respect to pathogen load in order to provide a quantitative metric of susceptibility and tolerance that comprises both pathogen load and survival. HPRI scores of 0 indicating complete susceptibility and 100 indicating complete embryo survival and clearance of pathogen. The slope of HPRI over time or following a perturbation, reflects tolerance phenotypes.

### Experimental groups and microsurgery

At 18–24 h post infection, st. 25 infected (UTI condition) and not-infected (NI condition) embryos were randomly allocated in one of the four experimental groups, respectively (Fig. 1b–e, Supplementary Fig. S1): Control (Ctrl; Fig. 1b, c), Brainless (BR^–^; Fig. 1d, e), Spinal Cord resection (SC^–^; Supplementary Fig. S1c, d) or Tail-bud resection (Tail^–^). The SC^–^ group was used to test whether the effects are mediated by neural communication going through the spinal cord. We used Tailless embryos as control for invasiveness of removal of large amounts of tissue and as a positive control, since we have previously demonstrated this assay increases resistance to infection.^9^ Brain removal was performed under dissecting microscope, using a dissecting knife (FST #10055-12), via a single cut of the antero-dorsal region corresponding to the three main subdivisons of the developmental brain (see Supplementary Fig. S1a, b for images of stage-48 embryos showing that no brain regeneration takes place after removal at st. 25). For SC^–^, a consistent piece of the most cervical levels, sizing 50–100 μm in length, was completely removed by using two forceps with super-fine tips (Dumont #5ST, FST 11252-00). Tail buds were amputated from the most posterior fifth portion of their body using a scalpel blade (additional details of microsurgeries can be found in ref. ^36^). As an additional experimental control for the brain ablation, we included the group Neural Crest ablation (NC^–^; Supplementary Fig. S1e–g). Published protocols for ablation of the migrating cranial NC in Xenopus^80^ were followed at st. 17 embryos, ~6–8 h after infection.

After surgery, animals were allowed to heal in 0.75X MMR for 1 h, then raised in regular 0.1X MMR at 21 °C and scored and analyzed for percentage of survival rate at st. 26–27 (2–4 hps), st. 30 (8 hps), st. 35 (24 hps), st. 40 (36 hps), st. 42 (48 hps), and st. 46–48 (4 days ps). At each time point, embryos were harvested and prepared for morphological analysis (in situ hybridization or immunofluorescence). Molecular assays, RNA extraction and liquid chromatography-coupled tandem mass spectrometry (LC–MS/MS), were performed on whole embryos harvested at 3 and 20 hps, respectively.

Stage-25 UTI and NI *Xenopus* embryos were treated with 0.4 μM Simvastatin (Supplementary Fig. S1h–j; Tocris Cat. No. 1965/50) for 18 h at 22 °C. After 18-h exposure, embryos were transferred to fresh normal media (0.1X MMR) and allowed to develop up to the same stages as the rest of the groups for harvesting and posterior analysis. Stock solution of the drug was created by dissolving the compound in ethanol to a final concentration of 0.24 mM. Further dilution was made in 0.1X MMR.

### In situ hybridization and cell counting

In situ hybridization was performed as previously described^9^ on UTI and NI embryos belonging each experimental group: Ctrl, BR^–^, SC^–^, and Tail^–^. Briefly, specimens were washed in 0.1% Tween-20/phosphate-buffered saline (PBS-T) and dehydrated through increasing concentrations of methanol. *Xenopus laevis spib-a* (*spiba*; GE Dharmacon) and *Xenopus tropicalis mmp7* (matrix metalloproteinase-7) were used as probes and kindly provided by Enrique Amaya (University of Manchester). *spib-* is an ETS transcription factor, highly conserved with mammals,^10,47,81^ necessary for myeloid specification. *spiba* expression at st. 28 embryos marks the earliest primitive myeloid population.^3,10^ mmp7 is a secreted metalloproteinase involved in extracellular matrix remodeling and extensively used as macrophage differentiation and migration markers.^3,10,11,48,82^ *mmp7* probe was used to label migrating embryonic macrophages on st. 35–36 embryos, as relative to other myeloid markers, mmp7 is expressed considerably later.^10^ Probes were generated in vitro from linearized templates using a digoxigenin (DIG)-labeling mix (Sigma-Aldrich, #11277065910 Roche).

Quantification of *spiba-* (Supplementary Fig. S2) and *mmp7-* (Fig. 3) positive cells was performed using ImageJ software on bright-field images of whole-mount ISH st. 28 and st. 35 embryos, respectively. Images and counts were performed on the left side of the animals belonging each experimental group (Ctrl, BR^–^, SC^–^, Tail^–^) and for each condition (NI vs. UTI). Firstly, each image was carefully subdivided and cropped (to avoid overlapping) in four independent (face, tail, dorsal and ventral) using six reference points or landmarks (Fig. 3a, b, Supplementary Fig. S2a, b, s–w). Clearly identifiable landmarks for *Xenopus* embryos were orderly used (from 1 to 6) to decrease variability and bias during the blind counting, such as the following: (1) beginning of spinal cord (SC), most anterior portion or cervical levels, (2) intersection between posterior edge of the IV branchial arch (ba) and ventral edge for the first and most anterior somite (Sm); (3) anterior to the heart (h); (4) end of hindgut (hg); (5) beginning of the tail bud (tb); (6) ventral line delimited by somites. The face region is composed of the entire anterior area including the olfactory bulb, the eye area, and the otic vesicle, the tail region is composed of the posterior area including tail fin (posterior to the hindgut); the dorsal region is composed of the spinal cord, notochord, and somites (it begins directly posterior to the face region and ends directly anterior to the tail region), and the ventral region is composed of the entire gut area (it is directly inferior to the dorsal region, begins posterior to the face region and ends anterior to the tail region, before hindgut and anus). Since chromogenic ISH staining can contain some background enzyme activity, we standardized the cell counting and were able to differentiate one cell vs. a group of cells (red asterisk vs. white-dashed circle, respectively, in Supplementary Fig. S2d) using a custom ImageJ macro applied to images of embryos processed in the same ISH session. First, on clearly identifiable independent cells, we measured the smallest and biggest size (in pixels^2^) for one single positive cell. Then, we applied a threshold and adjusted the saturation to increase the contrast and segment cells from potential background. Finally, we indicated the minimal and maximal size for one independent cell on ‘Analyze Particles’ tool. The generated results were overlaid on the original image to remove possible artifacts. Number of positive cells per each region was normalized to the area in pixels^2^. The total number of cells per embryo was obtained as a sum of the four independent regions. Per each marker, *spiba* and *mmp7*, inter- and intragroup comparisons were analyzed. Intergroup comparisons were performed among the different experimental groups (Ctrl, BR^–^, SC^–^, Tail^–^) for each condition (NI vs. UTI) and per body region (face, tail, dorsal, ventral and total; Fig. 3c–l, Supplementary Fig. S2e–n). Intragroup comparisons were done between NI vs. UTI embryos, for each body region, within the same experimental group (Fig. 3e, o–r; Supplementary Fig. S2o–r). Particular care was taken to ensure that embryos from all the different groups per each condition were processed in the same batch at the same ISH session.

### Immunofluorescence and cell counting

Cleaved Caspase-3 (Asp175; CC3), XL-2 (anti-*Xenopus* leukocytes,^8^ and acetylated alpha-tubulin (Tub) antibodies were used to detect apoptotic cells,^43^ leukocytes,^8,43,83^ and peripheral nerves,^36,84^ respectively, on wild-type and *xlurp::GFP* embryos. Ctrl, BR^–^, SC^–^, Tail^–^, NC^–^ and Simv-treated embryos were fixed 1 h in MEMFA^76^ and washed three times in PBS. They were then permeabilized in PBS-T for 30 min at room temperature (RT), followed by a 1 h blocking at room temperature in PBST supplemented with 10% heat-inactivated goat serum. The embryos were then incubated overnight at 4 °C with the primary antibody (monoclonal mouse anti-XL2 at 1:1000, kindly provided by Makoto Asashima’s Lab at Tokyo University; polyclonal rabbit anti-CC3 at 1:300, Cell Signalling 9661; monoclonal mouse anti-Tub at 1:500, Sigma T7451). On the next day, they were washed six times in PBS (1 h each time, RT), before being incubated overnight with the secondary antibody (goat anti-mouse IgG conjugated with Alexa-Fluor 555; Invitrogen) at 4 °C. The following day, animals were photographed using an Olympus BX-UCB microscope under ×4 and ×10 magnification, controlled by Metamorph software. Particular care was taken to ensure that embryos from all the different groups were processed in the same batch at the same immunofluorescence session.

The number of XL2- or CC3-positive cells was quantified and normalized to the tail area in pixels^2^ using ImageJ software. Leukocytes and apoptotic cells were counted along the 2/3 posterior of the tail (Fig. 4a). To quantify number of GFP-positive cells (myeloid cells) and density of peripheral neural network in *xlurp::GFP* embryos, tails were subdivided in two independent regions: center and periphery (Fig. 4k, l). The somatic muscle or chevron-shaped myotomes composed ‘center’ region; ‘peripheral’ region was referred to the fin, both dorsal and ventral to the myotomes. Peripheral neural network was evaluated on images of stage 46–48 *xlurp::GFP* embryos that were immunoreacted against Tub, using gray-level measures (OD) as previously described.^36,84–88^ Two OD-mean values per animal were calculated after multiple measurements taken along the anteroposterior axis: one for center or somite region and one for peripheral fin. Analysis was done on raw black-and-white 8-bit images. Each measurement consisted of the mean value of the pixels of a fixed-size window. The size of the window remained constant across subjects. OD values ranging from 0 (black, no expression) to 255 (white, maximal expression). All individuals among whom comparisons are being made were produced in the same batch, treated identically for processing and imaging conditions were not changed. In addition, any potential aberrations originating from the optical system were corrected by background image subtraction.

### Next-generation sequencing

Following infection and surgeries at st. 25 (brain removal, spinal cut, or tail amputation), embryos were grown for 3 h at 21 °C, then their anterior parts, including brain (to ensure that differences in RNA-Seq signature among samples were not coming from the brain tissue itself), were amputated and flash-frozen in groups of 20. RNA-Seq analyses were performed by The MIT BioMicro Center (Boston, MA). Samples were quality controlled on a Fragment Analyzer (Advanced Analytical) to determine DV200 scores. The mRNA from 1 μg of total RNA was isolated using Illumina human/mouse/rat RiboZero Gold and prepared into Illumina libraries using the Kapa RNA HyperPrep kit and 10 cycles of amplification. Final libraries were pooled, and quality controlled using qPCR (Roche LC480II) as well as the Fragment Analyzer and sequenced on HiSeq2000.

Alignments were conducted by Genotypic Technology (India). Eight samples were aligned to the reference transcriptome Xenopus_laevis_v2, downloaded from NCBI [https://www.ncbi.nlm.nih.gov/genome/?term=xenopus+laevis]. There were two biological replicates per treatment (brain intact, not infected or Ctrl NI; brain intact infected or Ctrl UTI; brainless, not infected or BR^–^ NI; brainless, infected or BR^–^ UTI). The raw data from Illumina were checked for quality using FastQC1 and pre-processed, which included removing the adapter sequences and removing the low-quality bases (<q30). Pre-processing of data was done with Cutadapt2. Mapping was performed with HISAT2 to align the high-quality data to the reference genome with the default parameters. Reads are classified into aligned reads (which align to the reference genome) and unaligned reads. HISAT2 is a fast and sensitive alignment program for mapping next-generation sequencing reads (both DNA and RNA) to a single reference genome). Based on an extension of BWT for graphs,^89^ a graph FM index (GFM) was implemented. HISAT2 uses a large set of small GFM indexes that collectively cover the whole genome. These small indexes (called local indexes), combined with several alignment strategies, enable rapid and accurate alignment of sequencing reads. This new indexing scheme is called a Hierarchical Graph FM index (HGFM).

Cufflinks was used to calculate transcript abundance. It results in normalized read count in the form of FPKM values. FPKM is a unit of measuring gene/transcript expression. Four comparisons were conducted (1) Ctrl NI vs. Ctrl UTI, (2) BR^–^ NI vs. BR^–^ UTI, (3) Ctrl NI vs. BR^–^ NI, and (4) Ctrl UTI vs. BR^–^ UTI. Cufflinks includes a script called “Cuffmerge” that can be used to merge several Cufflinks assemblies together. The main purpose of this script is to develop an assembly GTF file suitable for use with Cuffdiff. Merged GTF files produced by Cuffmerge were used as input in Cuffdiff. Cuffdiff was used to calculate the differentially expressed transcripts and generated *p*-values, FDR corrected *p*-values (*q* value) and the log_2_fold change values. RNA-Seq unprocessed and processed data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE119729. Supplementary Data 1 contains all processed transcript data, including fold change, *p*-value, and *q*-value.

Sub-network enrichment analysis (SNEA) was used to identify networks enriched in each of the four comparisons. Analyses were conducted in Pathway Studio 10.0 (Elsevier) using the ResNet 11.0. The number of gene symbols that mapped to the mammalian homologs in the program ranged from ~12,300 to 12,500 for each of the four datasets using the official gene Name + Alias. Duplicates were addressed using the default “best *p*-value if present, or maximum fold change” in Pathway Studio. Sub-networks related to cell process were queried and there were 1000 permutations of the data using Kolmogorov–Smirnov algorithm to generate the distributions. SNEA identifies gene networks related to cellular processes or diseases that change with a treatment or disease; these networks are pre-defined molecular networks (expression patterns, binding, or involvement in common pathways) based upon the literature that are focused around gene hubs. All transcripts identified by RNA-seq were used in the analysis and acted as the background list for enrichment. See Supplementary Methods 1 for Reads and quality of sequencing.

### Dopamine functional assays

Liquid chromatography–mass spectrometry (LC–MS/MS): UTI-infected Ctrl and BR^–^ embryos were harvested at early st. 35 (~20 h post-surgery, 44 h post infection) immediately before the peak of infection-induced death in BR^–^ animals and the significant differences both in survival rate and apoptosis are reached respect to Ctrl embryos (experimentally defined in advance; see Fig. 2a, b). Three biological replicates per experimental group were analyzed for DA level quantification. Each replicate consisted of 30 embryos. Their anterior parts, including brain, were amputated to ensure that differences in DA levels among samples were not coming from the brain tissue itself, and then flash-frozen in groups of 30 embryos. LC–MS/MS was performed by The Small Molecule Mass Spectrometry in the Faculty of Arts and Sciences at Harvard University (Cambridge, MA). LC–MS grade dopamine hydrochloride (DA) and Dopamine-1,1,2,2-d4 hydrochloride (d4) were purchased from Millipore Sigma (cat. D-081, 73483). The working standard (DA, 0.61 ng/mL) and working internal standard solutions (DA-d4, 50 ng/mL) were diluted in LC-MS grade water. Sample preparation and protein precipitation were performed by adding 50 μL of 100 pg/μL of DA-d4 and 200 μL of cold methanol. The LC–MS/MS analysis was done on an Agilent 6460 Triple-quad mass spectrometer (Agilent Technologies) coupled to an Agilent 1290 uHPLC. The chromatographic separation was performed using an Agilent Eclipse XDB (2.1 mm internal diameter × 50 mm length × 2.7 μm particle size) C18 column. A constant flow rate of 0.400 L/min was used, along with a 10 μL injection volume. Mobile phase A was 0.1% formic acid in water v/v and B was 0.1% formic acid in acetonitrile v/v. Initial conditions were 98% A, 2% B. Compounds were eluted by increasing mobile phase composition to 98% B over 5 min, and the columns re-equilibrated to starting conditions for 3 min prior to the next injection. Targeted analysis using multiple reaction monitoring (MRM) monitoring two transitions for DA and DA-d4 using the following transitions: DA: 154→137 and 154→91, and DA-d4: *m*/*z* 158→141 and 158→95. The optimized collision energy was 9 and 25 V, respectively, for the first and second transition. A fragmentor value of 90 V was employed. The standard curve was measured between 0.1 pg/μL and 50 pg in water. The quantitative analysis was performed in MassHunter Quantitative Analysis software (Agilent Technologies, Santa Clara, USA). Data were collected from compounds with a S/N ratio of >10. A linear curve fit with a 1/x weighting was used. See Supplementary Methods 2 for LC–MS/MS conditions and parameters.

Drug Exposure. Uninfected and UTI-infected Ctrl and BR^−^ *Xenopus* embryos were exposed to specific pharmacological agents, targeting the type-1 or type-2 family of dopamine (DA) receptors (D1R, D2R), from st. 25 (immediately after brain removal) to st. 48. The drugs were refreshed every day. We used specific agonists and antagonists of each dopamine receptor: 10 μM SKF-38393, D1R agonist (SKF, Tocris 0922); 10 μM SCH-23390, D1R antagonist (SCH, Tocris 0925); 10 μM Quinpirole, D2R agonist (Quin, Tocris 1061); 1 μM L-741,626, D2R antagonist (L741, Tocris 1003). All drug treatments were performed using embryos from mixed batches of fertilizations and using three biological replicates per drug. Each replicate consisted of 30 embryos. Stock solutions of SKF, SCH and Quin were created by dissolving the compound in Millipore water to a final drug concentration of 100 mM for both SCH and Quin, and to 25 mM for SKF. Stock solution of L741 was created by dissolving the compound in DMSO to a final drug concentration of 100 mM. All aliquots were stored at −20 °C. Further dilution of all compounds was made in 20 ml of normal frog media (0.1X MMR). Control experiments were performed using embryos in 0.1X MMR (no drug), both for Ctrl and BR^−^ groups. Drug concentrations were determined through toxicity screens and were applied at levels that did not result in lethality or observable developmental defects.

### Statistics

All statistical analysis was performed using GraphPad Prism (GraphPad Software, Inc., CA, USA). Animal numbers were chosen based on previous studies as well as sample size estimates given a type I error rate of 5% and power of 0.8. Each dish of tadpoles was considered a replicate. After applying Bartlett’s test (for equal variances), data from various replicates and multiple independent groups were analyzed by one-way or two-way ANOVA test (if equal variances) or Kruskal–Wallis test (if significantly different variances). When *P* < 0.05, post hoc multiple comparisons were performed by Bonferroni or Dunn test, respectively. The significance level (α) was set to 0.05 in all cases. *P* value on graphs is after post hoc Bonferroni or Dunn analysis. The statistical values are reported as mean ± SD. Number of replicates (*r*), number of animals per replicate (*n*), number of total animals (*N* = *r* × *n*), and specific analysis used for each experiment are stated in the “Results” section and/or figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

reporting summary

Supplementary Video

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information Files or from the corresponding author upon reasonable request. RNA-seq data have been deposited into the NCBI Gene Expression Omnibus (GEO) database (Accession number: GSE119729).

How the deposited data were processed for this re-analysis (not part of the article)

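RNA was sequenced from pools of *Xenopus laevis* embryos in 4 groups of 2 libraries: Ctrl NI, Ctrl UTI, BR- NI and BR- UTI. The paper calls the libraries of a group biological replicates. The paper's methods name Cutadapt for trimming and the submitters' processing notes name Trimmomatic, and the notes list FastQC, HISAT2, Cufflinks and Cuffdiff without versions. The authors aligned the reads with HISAT2 at default settings to the assembly Xenopus_laevis_v2, merged the assembled transcripts once, and ran Cuffdiff separately for each of the 4 comparisons.

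The FPKM values (fragments mapped, scaled by the length of the transcript and the size of the library) were made by the authors with Cuffdiff, as 1 value per transcript and group, pooled over its 2 libraries and scaled within a comparison. The log2 fold changes are the authors' ratio of the second to the first group's FPKM. The deposited p-value of each transcript is that of Cuffdiff, which does not go below 5e-05, and the deposited q-value adjusts it by Benjamini-Hochberg over the transcripts listed in that comparison. Of 40 FPKM columns in the deposited tables, 0 hold the value of 1 library. Library sizes are not given in the sources used here, no spread between libraries could be computed, no count model or limma fit was possible, and replicate error enters only through the authors' p-values. Transcripts at the smallest P numbered 323 after infection with a brain, 413 without one, and 86 and 137 after brain removal without and with infection.

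A gene name was counted as changed when a transcript of it had a deposited q-value under 0.05, the threshold given in Supplementary Data 1. Gene values are the authors' FPKM summed over the transcripts of a name, and log2 fold changes of genes are on the scale of log2(FPKM + 0.1), without centering. Over genes with a mean of at least 1 FPKM (17669, 17514, 17510 and 17522 in the 4 comparisons, in the order Ctrl infection, BR- infection, brain removal without and with infection), the median log2 fold change was -0.05, 0.02, -0.06 and 9.73e-04.

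The 29 gene lists cover NF-kB and TNF receptor signaling, cytokines, pattern recognition, interferon response, complement, acute phase, macrophages and neutrophils, lymphoid genes, apoptosis, endothelium and leukocyte adhesion, immediate early and stress genes, matrix remodeling, dopamine and catecholamines, forebrain and midbrain, eye, hindbrain, spinal cord, neurons, neural progenitors, glia and neural crest, cement and hatching gland, epidermal cell types, muscle and heart, erythroid cells, liver, gut and pancreas, kidney, cell cycle, reference genes and genes named by the paper. Members were matched on the deposited gene name without its homeolog suffix or, for locus numbers, on the deposited UniProt gene name. RefSeq symbols of the assembly Xenopus_laevis_v10.1 matched 10239 of 10875 locus numbers. They serve as names and in an added setting, and since the authors used another assembly no coordinates are given. The networks of Supplementary Data 2, 9 in all, were treated in the same way as the lists. Supplementary Data 1 was held in part and used for no test.

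Fisher's exact tests were two-sided for lists, networks and 7 functional categories searched as keywords in the deposited GO terms, and one-sided for KEGG pathways with at least 5 genes tested. The headings of the GO columns are shifted against their content, so the columns were searched together. The KEGG column also holds UniProt pathway text, and entries of that kind were left out, a choice made after the results were first seen. Medians of lists were set against 10000 random lists drawn from the same 20 bins of expression. Slopes and medians over genes carry 95% intervals from 1000 bootstrap draws. Responses to infection with and without a brain were compared per transcript by an approximate test that takes each error from the deposited P, over transcripts listed in both tables with finite log2 fold changes. Transcripts listed in 1 table or at 0 in a group were not tested for it. On simulated data over 22390 transcripts of the infection comparisons it found 0, 6, 14 and 19 of 50 transcripts that differed by a log2 of 1, 2, 3 and 4, and 3 of 22190 unchanged ones. The list test, simulated over 17669 genes of the Ctrl infection comparison, called 4 of 100 unshifted lists and 100 of 100 lists shifted by 0.5. Those unshifted lists were drawn at random from the same genes as the random lists, so a low rate was built in. It does not show the rate for real lists, whose members, such as L and S copies, can move together.

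The rule for the genes named in the text was fixed before the data were examined. It takes, per comparison, the 8 largest rises and the 8 largest falls with a gene symbol, a deposited q-value under 0.05 and at least 2 FPKM in the higher group. It adds the called member of each list with the largest rise and the one with the largest fall, the 5 genes with the smallest adjusted p in the test of the difference of responses, and each gene the paper names for the RNA-seq. Other genes are said to have been chosen after their values were seen. Some genes, among them 1 that the rule takes, are not reported here. Settings tried were other thresholds, transcripts or symbols as the unit, other pseudocounts and filters, centering, the deposited log2 fold change in place of summed FPKM, other matching of names and other annotation. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The authors' network analysis with commercial software was not repeated, and dopamine receptor genes, which the list of dopamine genes held, are not analysed here.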

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

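The test of the difference of responses was set before the data were examined, and which gene lists count as outside the paper's topics was decided only after the list results were seen. Values of genes are those of the transcript tested, uninfected and then infected, and the difference is the log2 response without a brain less that with one. The 13 genes below are those at an adjusted p under 0.05. Those beyond the first 5 were chosen after their values were seen. P-values rest on the authors' Cuffdiff tests of 2 libraries per group.

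Infection went with opposite shifts in the 5 genes with the smallest p. LOC108710811 had a difference of -5.13. LOC108698366 had 1022 and 643 FPKM with a brain and 145 and 378 without, a difference of 2.06. fgg.S (LOC108706651), the gamma chain of fibrinogen, had 13.1 and 6.62 FPKM with a brain and 9.18 and 12.8 without, a difference of 1.47. LOC108704680 had 0.492 and 0.775 FPKM with a brain and 7.17 and 1.49 without (-2.92), and LOC108697896 22.8 and 16.5 FPKM with a brain and 10.8 and 20.5 without (1.39).

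Among the others, nt5dc3.S differed by -1.71 and the glucose transporter gene slc2a1.L by -1.24. xdh.S (LOC108717383), the xanthine dehydrogenase gene, had 1.15 and 0.145 FPKM with a brain and 1.45 and 1.77 without, a difference of 3.27. ado.S (LOC108697364) had 1.26 and 2.37 FPKM with a brain and 1.45 and 0.887 without (-1.62), and lonrf1.S 0.791 and 3.51 FPKM with a brain and 5.01 and 2.66 without (-3.06). In 3 genes the difference was in 1 transcript while the summed FPKM of the gene hardly moved. srcap.L (LOC108701716) had a difference of -3.21 with gene sums that moved by 0.04 and -0.12, ehmt1.L (LOC108698163) a difference of 3.66, and cnot6l.L a difference of 1.60 with gene sums that moved by 0.13 and -0.04.

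Gene groups that the paper does not discuss for these data, and erythroid genes, which belong to the blood function that it names, also held more changed genes than Fisher's exact test gives by chance. After infection with a brain, 9 immediate early and stress genes changed, all upward, as 9 of 39 rose and 0 fell (14 and 2 when adjusted over the list alone) (adjusted p = 6.04e-06 from Fisher's exact test), with junb from 1.43 to 8.54 FPKM and the autophagy receptor gene sqstm1.L among them. Without a brain 12 of that list changed, as 8 of 41 rose and 4 fell (10 and 5 when adjusted over the list alone) (adjusted p = 1.73e-07 from Fisher's exact test). junb rose there from 4.31 to 11.1 FPKM and nr4a1 fell from 9.08 to 3.57 FPKM. In uninfected embryos 8 of 39 genes of the list rose after brain removal and 0 fell, nr4a1 from 2.92 to 9.21 FPKM, and both comparisons use the BR- NI group. junb without a brain, nr4a1 and sqstm1.L were chosen after their values were seen.

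Of matrix remodeling and wound genes, 9 changed with a brain, as 6 of 35 rose and 3 fell (8 and 5 when adjusted over the list alone) (adjusted p = 2.78e-06 from Fisher's exact test). They included lox.L, which crosslinks collagen, from 1.18 to 3.34 FPKM, and loxl2.S (LOC108712720), from 3.37 to 1.61 FPKM. Without a brain 6 changed, as 6 of 35 rose and 0 fell (8 and 4 when adjusted over the list alone) (adjusted p = 0.00476 from Fisher's exact test), with itga5.L, an integrin that binds fibronectin, from 6.22 to 9.11 FPKM. lox.L, loxl2.S and itga5.L were chosen after their values were seen.

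Of the lists of cell types and organs, 5 epidermal genes changed with a brain, as 4 of 38 rose and 1 fell (4 and 3 when adjusted over the list alone) (adjusted p = 0.0118 from Fisher's exact test). Without a brain 6 did, as 3 of 37 rose and 3 fell (3 and 3 when adjusted over the list alone) (adjusted p = 0.00582 from Fisher's exact test). tfcp2l1.L, a transcription factor, rose in both, from 19.6 to 39.1 FPKM and from 22.6 to 46.4 FPKM, and grhl3.L, a regulator of the epidermal barrier, fell without a brain from 13.0 to 7.70 FPKM. Of erythroid genes, 5 changed with a brain, as 1 of 15 rose and 4 fell (1 and 5 when adjusted over the list alone) (adjusted p = 1.33e-04 from Fisher's exact test), with hba3.L from 90.5 to 25.4 FPKM and the hematopoietic factor gene lmo2.S from 11.6 to 19.8 FPKM. The erythroid median after infection lay below random lists both with a brain (-0.34 against -0.20 to 0.10) and without one (-0.26 against -0.12 to 0.15). In uninfected embryos 4 of 15 erythroid genes fell after brain removal and 0 rose. Of genes of liver, gut and pancreas, 6 changed with a brain, as 2 of 18 rose and 4 fell (3 and 5 when adjusted over the list alone) (adjusted p = 3.27e-05 from Fisher's exact test), and 5 without, as 4 of 17 rose and 1 fell (5 and 2 when adjusted over the list alone) (adjusted p = 0.00106 from Fisher's exact test). The transthyretin gene ttr.L rose in both, from 3.75 to 22.6 FPKM and from 1.33 to 21.4 FPKM, while ttr.S (LOC108695276) fell with a brain from 20.8 to 8.51 FPKM and the endoderm gene darmin.L fell in both, from 438 to 252 FPKM and from 451 to 256 FPKM. tfcp2l1.L, hba3.L, ttr.S and darmin.L with a brain were chosen after their values were seen. Between infected embryos 3 of 17 genes of that list were higher without a brain and 0 lower (adjusted p = 0.0101 from Fisher's exact test). No called member of these 5 lists passed the test of the difference of responses, and the lists as a whole were not tested for one.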

How the results depend on the processing

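The matching by RefSeq symbols, the slope with errors taken off and the second filter on P were chosen only after the results were seen. No paired analysis was possible because the deposited columns carry no replicate numbers, and leaving out each library or adding a replicate block could not be run, since the tables hold no values per library. Precision is limited by 2 libraries per group, by their depth, which is not given in the sources used here, and by the floor of P. Of the values set to be recomputed before the data were examined, 439 of the main results and 515 of the single genes or smaller lists kept their direction and their side of the threshold, or stayed within 1.5 times or the interval. Of the smaller ones 18 newly passed the threshold and 15 no longer did. Of those added later, 41 and 77 were unchanged in this sense, and 3 of the smaller ones newly passed. The cause of the changes below was not tested.

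At Q under 0.01 the authors' deposited table gives 343 and 474 genes changed by infection with and without a brain, and 0 and 136 changed by brain removal without and with infection. The shared falls after infection then number 25, and 72 if an unadjusted P under 0.05 suffices in the second comparison. With an absolute log2 fold change of at least 1, 474 genes changed by infection without a brain and 117 by brain removal with infection in the authors' deposited table. At an adjusted p under 0.10, 21 genes differed in response. The median difference of responses was -0.15 over genes called in both, and with the deposited log2 fold change of the called transcript it was -0.13, with a slope of 0.729 and a symmetric slope of 0.887. Median absolute responses in that last setting were 1.07 with a brain and 1.07 without. Error in the Ctrl fold change can pull the difference and the slope down, while the symmetric slope of 0.887 takes neither response as reference. With KEGG names searched as well, immune shares were 14.0%, 13.5% and 13.0% of the genes changed by Ctrl infection, BR- infection and brain removal alone, apoptosis shares 8.41%, 7.65% and 11.3%, and the bone share of BR- infection 3.34%.

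List medians changed as follows on the log2 scale, either turning their sign or crossing the bounds of random lists. Macrophages and neutrophils in Ctrl infection, immediate early genes and genes named by the paper moved outside the bounds, and the others with no turn of sign moved inside them. With the deposited log2 fold change of the transcript with the smallest P, Ctrl infection gave -0.27 for macrophages and neutrophils, -0.0131 for epidermal genes (sign turned) and 0.0540 for liver genes. BR- infection gave -0.12 for macrophages and neutrophils, 0.15 for immediate early genes and -0.13 for liver genes. Brain removal gave -0.20 for erythroid genes without infection, and with infection -0.12 for the acute phase and 0.66 for lymphoid genes (signs turned) and -0.17 for genes named by the paper. With no filter, liver genes were at -0.00972 in Ctrl infection, and macrophages and neutrophils at 0.20 in BR- infection (signs turned), with immediate early genes at 0.0911. Pseudocount 1 gave -0.0782 and 0.0805 for the latter 2 lists. Matching by gene name only turned the sign of the cytokines in Ctrl infection (-0.20), of macrophages and neutrophils (0.0451) and liver genes (0.0308) in BR- infection, of glia (0.0430) after brain removal alone and of the acute phase (-0.12) after brain removal with infection. It also gave 0.0971 for immediate early genes and -0.17 for genes named by the paper. RefSeq symbols gave 0.0140 and 0.0308 for macrophages and neutrophils and liver genes in BR- infection (signs turned), 0.0971 for immediate early genes, -0.15 for erythroid genes after brain removal alone and -0.12 for genes named by the paper.

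Network medians near 0 also turned, or moved inside the bounds where no turn is given. With the deposited log2 fold change, Ctrl infection gave -0.0144 for bacteria and -0.00856 and -0.00672 for the innate networks of Fig. 5e and Supplementary Data 2, all turned, while BR- infection gave 0.0779 for the neural network of Fig. 5c, now outside the bounds. Brain removal alone gave 0.00520 for that network, -0.0455 for membrane potential, and -0.0662 and -0.0665 for the innate networks, of which the first pair turned. Gene names only gave -9.94e-04 for the network of Fig. 5d in Ctrl infection (turned), and -0.0430 and -0.0430 for the innate networks after brain removal alone, where pseudocount 1 gave -0.0395 and -0.0391. With no filter membrane potential stood at -0.00544 there (turned). Centering on the median of all genes gave 0.0182 and 0.0183 for the innate networks, 0.0595 for tissue networks and 0.0610 for the network of Fig. 5c after brain removal alone, all with the sign turned.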

Differences from the paper's values

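All tests in this part were set before the result was seen. The paper assigns genes to functions with commercial software, whereas the shares here come from keywords in the deposited GO terms, and the 1 alternative set for them before the data were examined searches the KEGG pathway names as well. For ion transport the paper's share is 1% in 3 comparisons, and the shares here are 2.78% for infection without a brain, 2.61% for brain removal without infection and 2.28% for brain removal with infection. The alternative left each of these unchanged, so the difference stays. For bone after brain removal without infection the paper's share is 0% and the share here 3.48%, or 5.22% under the alternative, which also differs. For neural functions in that comparison the paper's share is 10% and the share here 0%, under the alternative as well.

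For the change from infection with a brain to brain removal with infection, in percentage points, the paper's values are -8 for immune, 6 for neural, -4 for bone and 2 for development and regeneration. The values here are -1.60, -0.417, 0.518 and -1.25. With KEGG pathway names the immune change is -7.17 and no longer differs from the paper's, while the neural change of -1.16, the bone change of 0.123 and that of development still do.

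For the innate immune network in infected BR- embryos the paper's median change is 11% and the median here 6.08%. For the bacteria networks the paper's change is 20% and the median here 5.30%. The measures are unlike. The paper mapped genes to mammalian homologs and settled duplicates by the best p-value or the largest fold change. The medians here are over 609 and 140 genes, with L and S copies apart and transcripts summed. None of the 6 alternatives set before the data were examined reached the paper's value, with a range of 4.79 to 8.09% for the innate network and 4.17 to 11.5% for the bacteria networks. The highest of each came with the deposited log2 fold change of the transcript with the smallest P. The values that the paper's Supplementary Data 2 lists for the members have a median of 10.9% over 493 members of the innate network, which matches the paper's value, and of 13.5% over 118 members of the bacteria networks. The count of genes changed by brain removal with infection is 219 here and 218 in the paper. Counting L and S copies once gives 218 there. For Ctrl infection, BR- infection and brain removal without infection it gives 523, 702 and 112, against the paper's 535, 719 and 115, which are reached with copies counted apart. How the paper arrived at 218 is therefore not known.

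Several of the paper's statements on direction and function can also be set beside the values here. The paper states that the brain suppresses the response to infection. More genes were called without a brain, 719 against 535, at the paper's threshold, but over the genes called in either the symmetric slope of the brainless on the Ctrl response was 0.931 (95% bootstrap interval 0.890 to 0.980). That interval resamples genes and holds no error between libraries. Median absolute log2 fold changes were 0.94 with a brain and 0.91 without. The paper names neural functions as those most affected by brain removal, and its network analysis lists neurogenesis and neuron differentiation there. Here 0 of 115 changed genes matched neural terms (adjusted p = 0.524 from Fisher's exact test). Only 1.77% of the genes tested matched them, too low a share for this count to decide. Its results and 1 passage of its discussion describe the bacteria networks as raised and another passage as inhibited, and 21 of the 140 genes measured here rose and 3 fell in infected BR- embryos. It names the adhesion gene vcam1 as a mark of infection without a brain, and the log2 fold change of vcam1.L was 3.95 without a brain and 4.61 with one, where it passed Cuffdiff's test without a brain and not with one, and not the test of the difference. It describes overexpression of bag4, which was seen in 1 of 2 transcripts of bag4.L in infected BR- embryos, with a change of the gene's sum of 0.20. It gives tnip1 as regulated exclusively in brainless animals, and tnip1.S rose in both kinds of embryo, whereas the second gene named tnip1 was called in BR- embryos and not in Ctrl embryos, with no call in the test of the difference. It names the dopaminergic system among the most affected networks, and 2 of the 13 dopamine and catecholamine genes measured here fell after infection without a brain (adjusted p = 0.182 from Fisher's exact test). That list is not the paper's network and no dopamine receptor gene was analysed, so it does not test the statement. The paper also measured dopamine and used receptor drugs, which the RNA values here do not address.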

Other observations

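The test on brain markers and the slope with errors taken off were chosen only after the results were seen. Few genes of muscle, kidney, glands and cell cycle changed with infection, in both kinds of embryo. Of muscle and heart genes, 0 of 44 rose and 1 fell (0 and 4 when adjusted over the list alone) with a brain, with myh8.L (LOC399414), a myosin of skeletal muscle, from 21.9 to 13.7 FPKM, and 1 of 42 rose and 1 fell (1 and 1 when adjusted over the list alone) without, with the heart myosin gene myh6.S from 2.42 to 3.82 FPKM and the muscle regulator gene myod1.S from 17.0 to 11.5 FPKM. Of kidney genes, 1 of 19 rose and 0 fell (2 and 0 when adjusted over the list alone) and 1 of 19 rose and 0 fell (1 and 0 when adjusted over the list alone), in both slc5a1.2.L (LOC108716025), a sodium and glucose carrier, from 4.49 to 8.16 FPKM and from 3.59 to 6.18 FPKM. Of genes of the cement and hatching gland, 0 of 12 rose and 1 fell (1 and 1 when adjusted over the list alone) and 0 of 11 rose and 1 fell (1 and 1 when adjusted over the list alone), in both the head gene pitx1.L, from 6.52 to 3.30 FPKM and from 6.60 to 2.59 FPKM. Of cell cycle genes, 0 of 59 rose and 1 fell (0 and 1 when adjusted over the list alone) and 1 of 59 rose and 1 fell (1 and 1 when adjusted over the list alone). The ribonucleotide reductase gene rrm2.2.L fell in both, from 50.7 to 33.3 FPKM and from 45.4 to 28.4 FPKM, and the kinetochore gene cenpe.L (LOC108710758) rose without a brain from 6.55 to 9.47 FPKM. Of reference genes Cuffdiff called 0 of 38 and 0 of 37 (3 and 1 with unadjusted P under 0.05). In BR- embryos 1 of 14 erythroid genes fell, hbd.S from 39.7 to 23.5 FPKM (also when adjusted over the list alone). The erythroid median there, -0.26, lay below the -0.12 to 0.15 of random lists. Also below their ranges were the medians of muscle and heart in BR- embryos (-0.0570 against -0.0312 to 0.0770) and of cell cycle in Ctrl embryos (-0.15 against -0.12 to 0.0043). That of the cement and hatching gland in Ctrl embryos, 0.25, lay above its -0.21 to 0.18.

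After brain removal in uninfected embryos, Cuffdiff called 0 of 21 endothelial and adhesion genes (2 with unadjusted P under 0.05), 0 of 11 of the cement and hatching gland (2), 0 of 37 epidermal (5), 0 of 18 of liver, gut and pancreas (2), 0 of 19 kidney (0) and 0 of 38 reference genes (4). Of matrix remodeling genes 1 of 33 rose and 0 fell (2 and 1 when adjusted over the list alone), and of muscle and heart genes 0 of 43 rose and 1 fell (0 and 1 when adjusted over the list alone). Adjusted over the list alone, 2 epidermal genes were lower there. In infected embryos, higher and lower without a brain were 2 and 0 of 41 immediate early genes, with the stress gene txnip.S (LOC108700347) from 8.27 to 13.3 FPKM, 3 and 0 of 34 matrix genes, 1 and 0 of 14 erythroid genes, 1 and 0 of 38 epidermal genes, and 1 and 0 of 42 muscle and heart genes. The cement gland gene ag1.L fell there from 2.99 to 1.46 FPKM, as 1 of 11 gland genes, and the ornithine decarboxylase gene odc1.S (LOC108718243) rose from 24.7 to 38.1 FPKM, as 1 of 37 reference genes. Kidney genes had 0 calls of 19 by Cuffdiff (3 with unadjusted P under 0.05) and a median log2 fold change of -0.35, below the -0.14 to 0.14 of random lists, and muscle and heart genes a median of 0.19, above the -0.01 to 0.13 of theirs. Neural progenitors, glia and neural crest, spinal cord and eye had 0 calls of 30, 29, 33 and 8 by Cuffdiff (1, 1, 4 and 1 with unadjusted P under 0.05). Adjusted over each list alone, 2 immediate early, 3 matrix, 2 muscle, 2 reference, 1 eye, 1 epidermal, 1 kidney and 1 erythroid genes were higher, and 1 spinal cord, 1 kidney, 1 erythroid and 1 gland genes lower.

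Other networks of Supplementary Data 2, chosen by the study on these samples and so not independent evidence, gave the following counts. In the tissue networks, 23 of 320 rose and 7 fell (33 and 15 when adjusted over the list alone) after infection with a brain and 30 of 322 rose and 8 fell (41 and 13 when adjusted over the list alone) without. In the melanocyte network, 0 of 26 rose and 1 fell (0 and 1 when adjusted over the list alone) with a brain, and Cuffdiff called 0 of 26 without (3 with unadjusted P under 0.05). The second innate immune list, which overlaps the network of Fig. 5e, had 50 rises and 9 falls among 601 genes with a brain, and 70 and 5 among 609 without. After brain removal without infection, 9 of 185 genes of the neural network of Fig. 5c were higher and 0 lower (adjusted p = 2.82e-05 from Fisher's exact test), as were 9 and 0 of 310 of the tissue networks (adjusted p = 8.16e-04 from Fisher's exact test) and 3 and 1 of 131 of the bacteria networks (adjusted p = 0.0185 from Fisher's exact test), and with infection 8 and 2 of 323 of the tissue networks (adjusted p = 0.0137 from Fisher's exact test). Of the genes that the paper names, likewise chosen on these samples, 6 of 28 rose and 1 fell (8 and 2 when adjusted over the list alone) with a brain, 7 of 26 rose and 0 fell (8 and 1 when adjusted over the list alone) without, and 0 of 20 rose and 1 fell (0 and 1 when adjusted over the list alone) after brain removal alone. In infected embryos 4 of 29 were higher without a brain, 1 lower and 1 had transcripts going both ways. These included ogdh.S, where 1 transcript rose from 2.10 to 25.0 FPKM and the gene's sum was 26.7 and 32.2, and hgfac.S (LOC108706524), which fell from 1.45 to 0.312 FPKM.

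More genes were called for infection without a brain than with one, and 2 explanations were set against each other. A larger response without a brain was set to give a symmetric slope above 1.1, and the slope was 0.931 (95% bootstrap interval 0.890 to 0.980). Over 874 called transcripts with the deposited log2 fold change it was 0.887, or 0.913 with the errors taken off. For the libraries at hand these values argue against a larger response. The interval of the slope resamples genes picked by their calls and holds no error between libraries, so it understates the uncertainty. A smaller error in the brainless comparison was tested through the standard errors implied by the deposited P values. Their median ratio, brainless over Ctrl, was 0.863 over 19717 transcripts (95% bootstrap interval 0.862 to 0.863). That interval resamples transcripts and holds no error between the 2 libraries of a group, so it understates the uncertainty. The higher count may therefore come from less spread or more depth in the BR- libraries. Whether the smaller error itself has a technical or a biological source, such as more uniform embryos, stays open, since values per library are not used here.

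After brain removal, many calls lay in 1 transcript of a gene whose summed FPKM hardly moved, 21.5% and 25.7% of called transcripts with an absolute log2 fold change of at least 1, against 8.70% and 9.64% after infection. If reads were shared out between transcripts differently in 1 group, the transcripts would move at random in the comparison that shares no library, and 23 of 44 moved the same way, a share of 0.523 (exact 95% interval 0.367 to 0.675), against 0.826 for calls whose gene sum moved by at least 1. These single-transcript calls may thus reflect how reads were divided. A change in transcript use predicts a median shift of at least 0.50 in the other comparison, and the median was 0.0813 (-0.09 to 0.36), an interval too wide to exclude a smaller change, so the explanations cannot be told apart.

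After brain removal Cuffdiff called 0 of 11 forebrain and midbrain markers without infection and 0 of 8 with it (1 and 0 with unadjusted P under 0.05), while the hindbrain list's median in infected embryos, -0.30, lay below its random range. A candidate explanation is that the anterior part was removed from all embryos before freezing, as 1 sentence of the paper's methods can be read (another gives whole embryos). This would leave forebrain and midbrain markers low in Ctrl NI as well. Their median FPKM there was 0.611 of that of spinal cord and posterior axis markers (95% bootstrap interval 0.449 to 0.910, 15 and 40 genes). The interval is too wide to exclude a loss of part of the signal, and the lists differ in expression for other reasons, so this ratio cannot decide on the explanation.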
